# Erythritol alters gene transcriptome signatures, cell growth, and biofilm formation in *Staphylococcus pseudintermedius*

**DOI:** 10.1186/s12917-023-03711-3

**Published:** 2023-09-07

**Authors:** Tadashi Fujii, Takumi Tochio, Koji Nishifuji

**Keywords:** Erythritol, *Staphylococcus pseudintermedius*, Transcriptome, Growth inhibition, Biofilm

## Abstract

**Background:**

Erythritol was found to inhibit the growth of microorganisms. The present study aimed to demonstrate the growth inhibition of *Staphylococcus pseudintermedius* by erythritol and to define the changes in gene transcription signatures induced by erythritol. Changes in the gene transcription profiles were analysed by RNA sequencing and quantitative reverse transcription PCR. Gene ontology analysis was performed to assign functional descriptions to the genes.

**Results:**

Erythritol inhibited *S. pseudintermedius* growth in a dose-dependent manner. We then performed a transcriptome analysis of *S. pseudintermedius* with and without 5% (w/w) erythritol exposure to validate the mechanism of growth inhibition. We revealed that erythritol induced up-regulation of three genes (*ptsG*, *ppdK*, and *ppdkR*) that are related to the phosphoenolpyruvate-dependent sugar phosphotransferase system (PTS). Glucose supplementation restored the up-regulation of the PTS-related genes in response to erythritol. In addition, erythritol down-regulated eleven genes that are located in a single *pur*-operon and inhibited biofilm formation of *S. pseudintermedius*.

**Conclusions:**

These findings indicated that erythritol antagonistically inhibits PTS-mediated glucose uptake, thereby exerting a growth inhibitory effect on *S. pseudintermedius*. Moreover, erythritol inhibits the ‘de novo’ IMP biosynthetic pathway that may contribute to biofilm synthesis in *S. pseudintermedius*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12917-023-03711-3.

## Background

*Staphylococcus pseudintermedius* is a coagulase-positive, Gram-positive coccus that colonizes 90% of healthy dogs. It is an opportunistic pathogen and the most common cause of pyoderma and otitis externa in dogs [1]. Notably, the emergence of methicillin-resistant *S. pseudintermedius* (MRSP) has become a worldwide problem. Moreover, it has been reported that *S. pseudintermedius* is the cause of serious bacterial infections in immunosuppressed humans [2].

Erythritol is a sugar alcohol with four carbon atoms and is approximately 75% as sweet as sucrose; and the EU Scientific Committee on Food concluded in 2003 that it was safe to use in foods [3]. Erythritol was found to be more effective than xylitol, a sugar alcohol with one more carbon than erythritol, in inhibiting the growth of microorganisms, such as the caries-causing bacterium *Streptococcus mutans* [4], the indigenous oral bacterium *Streptococcus gordonii* [5], the periodontal disease bacterium *Porphyromonas gingivalis* [5], the causative bacteria of axillary and foot odor *Corynebacterium minutissimum*, *Corynebacterium striatum*, and *Staphylococcus epidermidis* [6], as well as the acne-causing bacterium *Cutibacterium acnes* [7].

The mechanisms of the biological effects of erythritol and xylitol have been studied in streptococci. A previous study proposed the following mechanisms for the growth inhibitory effects of xylitol against *S. mutans*: (*1*) direct inhibition of glycolytic enzymes by the intracellular accumulation of xylitol 5-phosphate derived from xylitol through the phosphoenolpyruvate (PEP)-dependent sugar phosphotransferase system (PTS), and (*2*) indirect inhibition by competition between glucose and xylitol for phosphate donors used in the PTS [8]. Another metabolomics study indicated that erythritol may inhibit the growth of *S. gordonii* and *P. gingivalis* by affecting various metabolic pathways, including nucleic acid synthesis and glycolytic pathways [5].

From these reports, it was speculated that the mechanism of growth inhibition by erythritol against staphylococci may also involve inhibition of the glucose metabolism pathway; however, no reports have clarified this possibility. This study was conducted to investigate the growth inhibition mechanism of erythritol against *S. pseudintermedius* using transcriptome analysis.

## Results

### Growth inhibitory effects of erythritol on *S. pseudintermedius*

The effects of the addition of sugar alcohols (erythritol, xylitol, sorbitol, and maltitol) on the growth of a type-strain of *S. pseudintermedius*, JCM 17,571 (SP), were investigated (Fig. 1). In the erythritol- and xylitol-added test groups, the addition of sugar alcohols (5, 10, and 15% [w/w]) significantly inhibited SP growth in a dose-dependent manner. In the sorbitol- and maltitol-added test groups, SP growth was not inhibited.

**Fig. 1:**
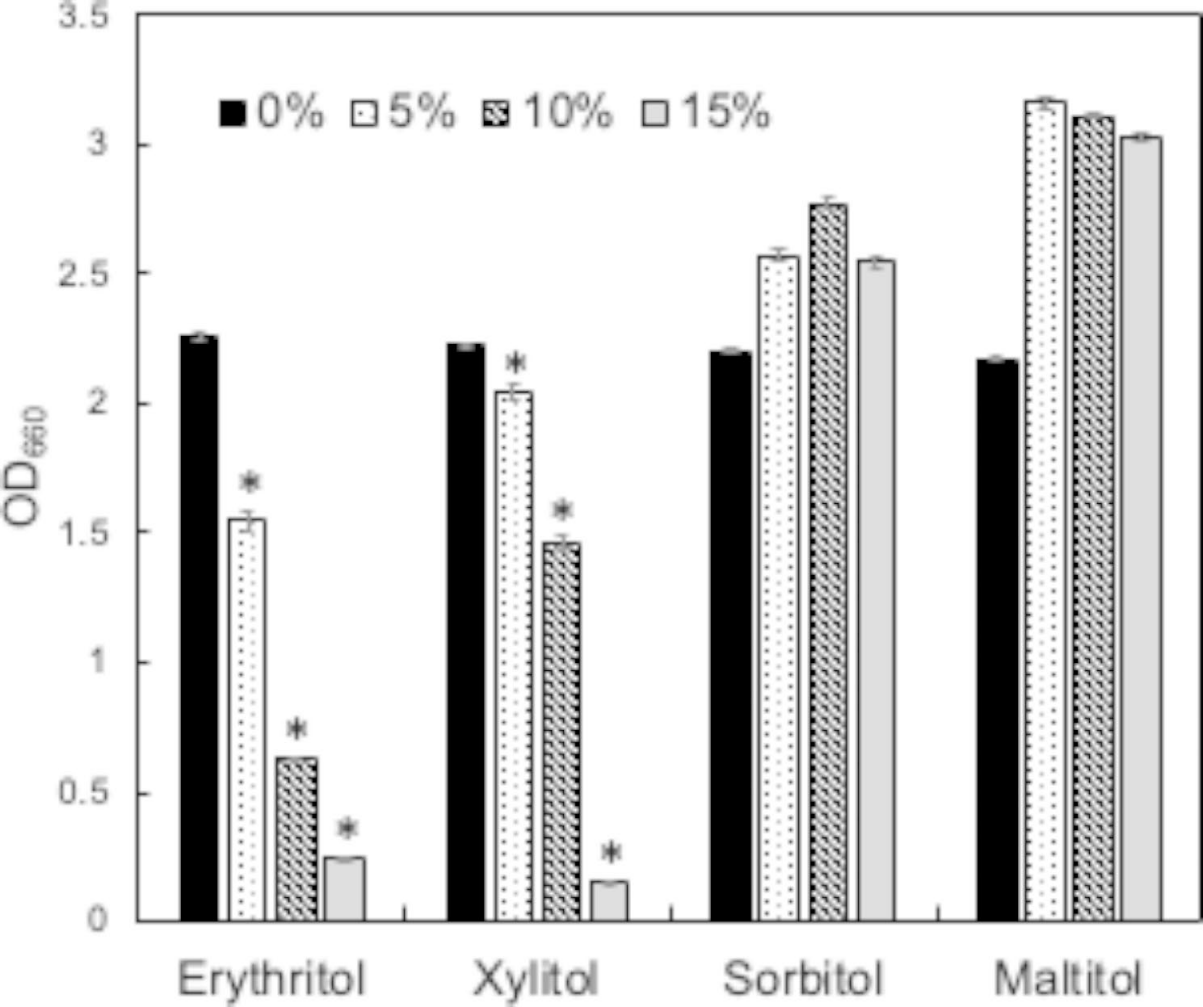
The turbidity (OD_660_) of the SP culture medium in the presence of 0, 5, 10, and 15% of each sugar (*n* = 4). The asterisk asterisk indicates *p* < 0.05 between the control (0%) group and each sugar-added group

### Comprehensive gene expression analysis of erythritol-treated *S. pseudintermedius*

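RNA came from 6 cultures of *S. pseudintermedius* (SP), 3 grown in liquid medium alone (control) and 3 in the same medium with 5% (w/w) erythritol. The paper calls the cultures independent and describes a seed culture grown from a single colony. If all 6 shared that seed culture, the spread between cultures leaves out that between seed cultures. Each culture of 3 mL was kept at 30 °C and collected at an optical density of 0.8 to 1.0. The inoculum of seed culture was 30 µL for the control and 60 µL for erythritol. Inoculum and erythritol changed together, so a change given below as one with erythritol cannot be told apart from one with the inoculum. After removal of ribosomal RNA and directional library preparation, the authors trimmed the reads, aligned them with Bowtie2 2.4.1 and counted them per gene with featureCounts 2.0.0. The settings for the strand and for reads that fit several genes were not given in the sources used here, so counts of near-identical gene copies are uncertain. The deposited table covers 2337 coding sequences with locus tags, product names and 331 gene symbols. Its counts sum to 19142672, 20940942 and 22024908 reads in the control cultures and to 19068865, 19060494 and 19393064 reads in the erythritol cultures. Counts were turned into normalized CPM, counts scaled to a common library size, with DEGES factors, which are TMM factors recomputed after genes that respond have been set aside. Erythritol and control cultures were compared with edgeR's quasi-likelihood test over the 2335 genes with enough reads. Its p was adjusted over these genes by the Benjamini-Hochberg method, and genes are said to have risen or fallen at an adjusted p under 0.05 unless another limit is given. The median standard error (SE) of a log2 fold change (log2FC) was 0.08, and the biological coefficient of variation was 10.7%. An exact permutation test of 3 cultures against 3 cannot give a p below 0.1, so p came from the model fitted across genes. Lists of genes with a common function were tested with limma's camera test, whose p was adjusted over 28 lists. Camera was also run with a correlation between genes estimated from the cultures. That version rests on the 4 residual degrees of freedom, so failing there does not show the absence of a shift.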

To examine the mechanism of the inhibitory effect of erythritol on the growth of SP, comprehensive gene expression analysis using RNA sequencing (RNA-seq) was performed for SP cultured in the presence or absence of erythritol (*n* = 3). To avoid complete suppression of cellular metabolism, a weak inhibiting concentration (5% [w/w]) was selected. After filtering the raw reads, we found that there were 19,142,672, 20,940,942, and 22,024,908 clean reads of the transcriptome in the control samples, whereas 19,068,865, 19,060,494, and 19,393,064 clean reads were obtained from the erythritol-treated samples. A complete list of all reads is shown in Additional file 1. Among these genes, a total of 625 differentially expressed genes were identified using the calculated gene expression levels (|Log_2_ FC (fold change)| > 1, *p*-value < 0.05), with 244 genes markedly up-regulated and 381 genes markedly down-regulated in SP following erythritol treatment. 

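With erythritol, 347 genes rose and 274 fell more than 2-fold at an unadjusted p under 0.05 from edgeR's quasi-likelihood test. This made 621 of 2335 genes, 55.9% of them up-regulated, and the numbers were the same at an adjusted p under 0.05. At any size of change, 910 genes rose and 933 fell at an adjusted p under 0.05. Genes of ribosomal proteins made up 48 of the 274 down-regulated genes. Of 60 genes in the ribosome list, 55 fell, 2 rose and 3 did not pass, and the counts were 55 and 2 when adjusted over the list alone. Their median log2FC was -1.46, with the largest falls in the genes of the ribosomal proteins S8 (BJK46_009610, -1.99, SE 0.09), L23 (BJK46_009670, -1.99, SE 0.08) and L14 (BJK46_009630, -1.97, SE 0.08). The 2 that rose, chosen after their values were seen, encode the ribosomal protein L9 (log2FC 0.44) and a methyltransferase of L11 (BJK46_003625, 0.18), which modifies a ribosomal protein and is not part of the ribosome. The ribosome list lay below the other genes (adjusted p = 6.5e-13 from limma's camera test, or 0.34 with an estimated correlation between genes). Among 20 aminoacyl-tRNA ligases, the enzymes that load transfer RNA with amino acids, 18 fell, 1 rose and 1 did not pass, with the same counts when adjusted over the list alone. Tyrosine-tRNA ligase (BJK46_008485) fell most, with a log2FC of -2.61 (SE 0.07), and the median of the list was -0.77 (camera adjusted p = 6.4e-05, or 0.54 with an estimated correlation). Products annotated only as hypothetical protein were 60 of the up-regulated and 11 of the down-regulated genes. The lowest 10% of genes by mean RPKM (reads scaled by gene length and library size), 233 genes, held 140 of the up-regulated genes and 1 of the down-regulated genes. Without those genes, an alternative chosen after the data were seen, 207 genes rose and 273 fell more than 2-fold. Without erythritol replicate 2, the up-regulated genes in the lowest 10% numbered 92. Scaling by library size only gave 456 genes up and 201 down (69.4% up), as it moved the median log2FC of all genes from 0.02 to 0.20.

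**Figure D1:**
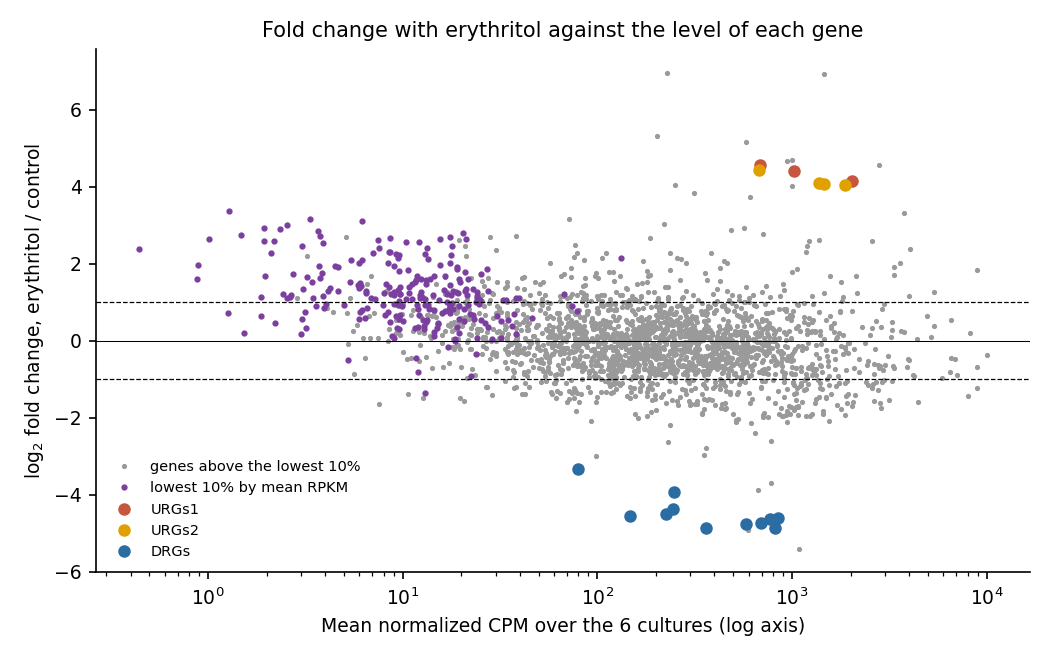
Fitted log2FC (erythritol over control) of each of the 2335 tested genes against its mean normalized CPM over the 6 cultures (log axis). Each point is a gene; purple marks the 233 genes of the lowest 10% by mean RPKM, and red, orange and blue mark *ptsG*, *ppdK* and *ppdkR* (URGs1), *vraTSR* and *sgtB* (URGs2) and 11 *pur* genes (DRGs). Dashed lines mark a log2FC of 1 and of -1, and 140 purple points are among the up-regulated genes.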

A Principal Component Analysis (PCA) plot showed a clear split between the control and erythritol-treated samples, with 95% of the variance explained by PC1 (Fig. 2a). 

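The expression profiles of the 3 erythritol cultures lay at scores of 22.9, 28.2 and 25.8 on the first principal component (PC1), and those of the 3 control cultures at -24.6, -25.1 and -27.1. PC1 held 93.2% of the variance, computed from log2 CPM with a prior count of 2, centred per gene over all tested genes. The nearest erythritol and control cultures lay 47.5 apart on PC1, more than any 2 cultures of one group. PC2 held 4.02% of the variance and spread the erythritol cultures among themselves, at -7.61, 9.94 and -3.23. The control cultures lay closer together on PC2, at 1.43, -1.07 and 0.54. PC3 held 1.83%. When only the 500 most variable genes were used, the share of PC1 was 95.8%.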

A volcano plot showed that the differential expressions of the top up-regulated and down-regulated genes were statistically significant (Fig. 2b).

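The most up-regulated gene, BJK46_006305, and the most down-regulated, BJK46_009895, are both annotated as hypothetical proteins. BJK46_009895 was placed in the list of surface proteins by its locus tag, and Table 1 gives it a predicted description as a surface protein. BJK46_000955 rose nearly as much as BJK46_006305 (log2FC 6.93 against 6.95). With each culture left out in turn the ranges were 6.80 to 7.09 and 6.85 to 7.13, so their order is not settled. Of the 15 genes with the largest fitted rise, 14 are among the 15 most up-regulated genes that the paper lists in Table 1, and all 15 of the largest falls are among its 15 most down-regulated genes. The 15 up-regulated genes of Table 1 had log2FC from 4.03 to 6.95 (median 4.56) and the 15 down-regulated genes from -5.40 to -3.33 (median -4.62). In all 30 the change passed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, over all genes and also when adjusted over the list alone. The weakest evidence was that for BJK46_011905, a peptidoglycan-binding protein (adjusted p = 3.4e-07). As sets, the 15 up-regulated genes gave an adjusted p of 2.6e-10 and the 15 down-regulated genes one of 7.7e-09 from limma's camera test, and each gave 0.34 with an estimated correlation. The study chose both sets on these cultures, so their tests are not independent evidence. Every erythritol culture lay above every control culture in all 347 up-regulated genes, and below every control culture in all 274 down-regulated genes. These genes were selected on the same cultures, so this adds no separate evidence for them. Over all tested genes, the groups did not overlap in 81.2%, where chance gives 10%.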

**Fig. 2:**
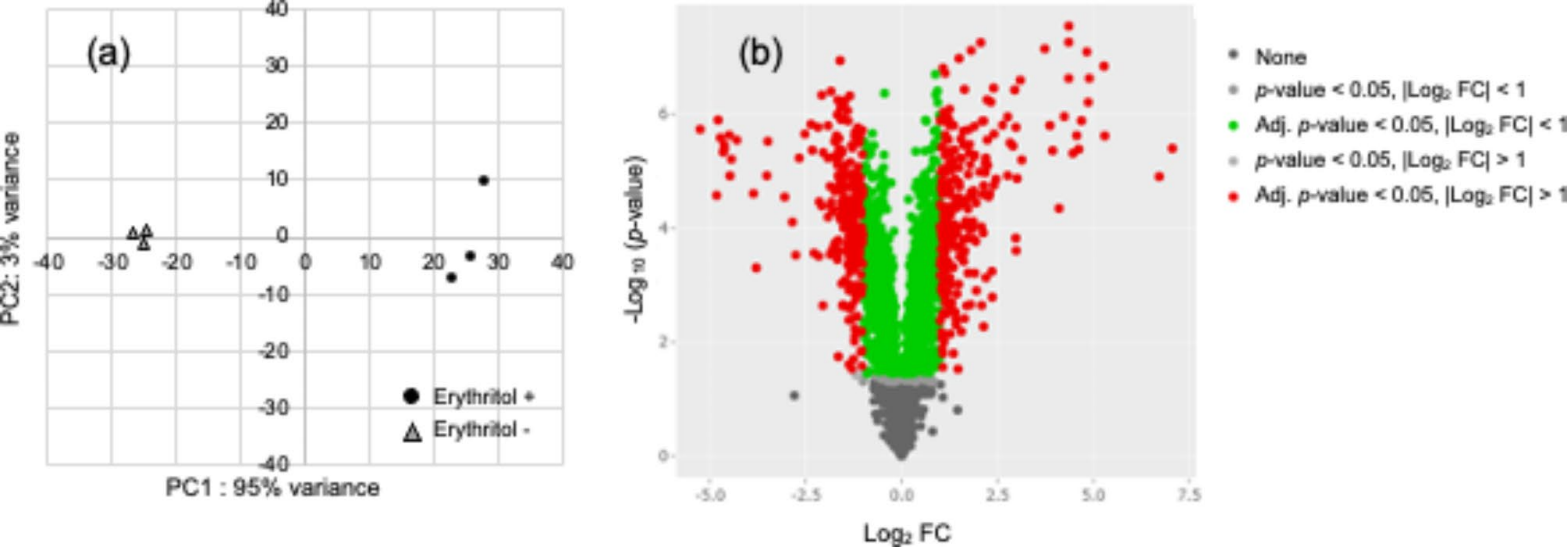
RNA-seq analysis and verification by NASQAR. (**a**) PCA shows clustering of RNA-seq samples with or without erythritol treatment. (**b**) Volcano plot showing RNA-seq samples

### The top 15 up-regulated and top 15 down-regulated genes in response to erythritol

The predicted functional descriptions and Gene Ontology (GO) biological process classes for the top 15 up-regulated and top 15 down-regulated genes in response to erythritol are shown in Table 1. Among the top 15 up-regulated genes with a predicted GO biological process class, genes related to two biological functional groups were present. 

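Expression of *ptsG* (BJK46_009280), annotated as a PTS glucose transporter subunit IICBA, rose from 55.6 ± 2.93 normalized CPM (SD, n = 3 cultures) in the control to 1312 ± 171 (SD, n = 3) with erythritol. *ppdkR* (BJK46_000295) rose from 91.9 ± 14.3 to 1950.0 ± 79.2, and *ppdK* (BJK46_000300), the next gene by locus tag, from 219 ± 32.7 to 3851 ± 141.9 (each SD, n = 3). The log2FC was 4.56 for *ptsG* (SE 0.11), 4.41 for *ppdkR* (SE 0.12) and 4.14 for *ppdK* (SE 0.13). Their adjusted p from edgeR's quasi-likelihood test was 5.2e-10, 1.1e-09 and 2.1e-09, in the same order. All 3 genes also passed when adjusted over the list alone. On either side of *ppdkR* and *ppdK*, an azoreductase gene (BJK46_000290) rose by a log2FC of 2.71, while a coagulase gene (BJK46_000305) had a log2FC of 0.07 that did not pass (adjusted p = 0.72). Under alternatives chosen after the data were seen, the coagulase gene fell, by 0.54 on the log2 scale with a background subtracted from each library and by 0.27 with cyclic loess normalization. A second gene annotated as a PTS glucose transporter subunit IICBA, BJK46_001535, rose less, with a log2FC of 1.17 (SE 0.10), and may share reads with *ptsG*. These 3 further genes were chosen after their values were seen. As a set, *ptsG*, *ppdK* and *ppdkR* rose above the other genes (camera adjusted p = 0.0046, or 0.34 with an estimated correlation). The study picked the set on these cultures, which makes the test no independent evidence.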

Three genes (Up-Regulated Genes group 1, *URGs1*), BJK46_009280 (*ptsG*), BJK46_000300 (*ppdK*), and BJK46_000295 (*ppdkR*), were predicted to encode proteins related to the PTS. The *ptsG* gene encodes the glucose specific EIICBA component of the PTS (PtsG), and the *ppdK* and *ppdkR* genes encode pyruvate phosphate dikinase (PPDK) and PPDK regulatory protein (PPDKR), respectively, which are involved in the regeneration of PEP that is required to drive the PTS. Moreover, the other four genes (*URGs2*), BJK46_008080 (*vraT*), BJK46_008075 (*vraS*), BJK46_008070 (*vraR*), and BJK46_008015 (*sgtB*) were predicted to belong to the same group. 

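Expression of *vraT* rose from 163 ± 8.41 normalized CPM (SD, n = 3) in the control to 2750 ± 76.5 with erythritol, that of *vraS* from 214 ± 15.4 to 3520 ± 121, and that of *vraR* from 154 ± 6.67 to 2616 ± 135. The log2FC of the 3 genes lay close together, at 4.07 (SE 0.09), 4.04 (SE 0.10) and 4.09 (SE 0.09). *sgtB*, which lies apart from them by locus tag, rose from 60.1 ± 5.15 to 1296 ± 132, a log2FC of 4.43 (SE 0.11). The adjusted p from edgeR's quasi-likelihood test was 3.1e-10 for *vraT* and *vraR*, 5.2e-10 for *vraS* and 5.0e-10 for *sgtB*. The hypothetical protein gene next to *vraT*, BJK46_008085, is also in Table 1 and rose by a log2FC of 4.69 (SE 0.11). The gene after it, *map* (BJK46_008090, chosen after its value was seen), had a log2FC of -0.24, or -0.06 with library size only. All 4 genes of URGs2 also passed when adjusted over the list alone. Together they rose above the other genes (camera adjusted p = 4.7e-04, or 0.34 with an estimated correlation), in a set that the study chose on the same cultures and that is not independent evidence.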

The *vraTSR* genes belonging to a single gene cluster are predicted to comprise a three-component regulatory system necessary to promote resistance to cell wall agents, and *sgtB* is predicted to encode a glycosyltransferase associated with peptidoglycan biosynthesis. The GO classes of the biological process could not be predicted in the remaining 8 up-regulated genes.

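Of these 8 genes, the hypothetical protein genes BJK46_006305 and BJK46_000955 rose most. BJK46_006305 went from 3.67 ± 0.149 normalized CPM (SD, n = 3) in the control to 454 ± 89.4 with erythritol, and BJK46_000955 from 23.9 ± 4.19 to 2911 ± 495. Their log2FC was 6.95 (SE 0.18) and 6.93 (SE 0.19). BJK46_006810 is annotated as a LytR family transcriptional regulator, a family whose members in staphylococci attach teichoic acids to the cell wall. It rose from 227 ± 1.252 to 5352 ± 690.0, a log2FC of 4.56 (SE 0.13, adjusted p = 1.1e-09 from edgeR's quasi-likelihood test). The genes of a protein with the domain DUF1361 (BJK46_002585), of a protein with DUF5011 (BJK46_008880) and of an M50 family membrane peptidase (BJK46_005200) rose by a log2FC of 5.32, 5.17 and 4.66. The rise in BJK46_000760, a protein with DUF1002, was 4.03. By locus tag, BJK46_002590 (log2FC 3.03) and the CPBP family metalloprotease gene BJK46_002595 (2.76) follow BJK46_002585 and also rose. A glycosyltransferase gene near BJK46_005200, BJK46_005190, rose by 2.92. These 3 neighbours were chosen after their values were seen.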

**Table 1:** Top 15 up-regulated genes (top table) and top 15 down-regulated genes (bottom table) by erythritol

Log_2_FC	*p*-value	Gene_id	Gene product	Gene name	Log_2_FC		p-value		
					Estimated PPV (> 0.5)	Description	Estimated PPV (> 0.5)	GO-id	Description
7.01	0	BJK46_006305	hypothetical protein						
6.99	9.00E-300	BJK46_000955	hypothetical protein						
5.39	0	BJK46_002585	DUF1361 domain-containing protein		0.52	DUF1361 domain-containing protein (fragment)			
5.24	0	BJK46_008880	DUF5011 domain-containing protein		0.51	chitinase			
4.76	1.42E-302	BJK46_008085	hypothetical protein						
4.73	0	BJK46_005200	M50 family peptidase		0.67	M50 family metallopeptidase			
4.63	2.45E-302	BJK46_009280	PTS glucose transporter subunit IICBA	*ptsG*	0.72	PTS system glucose-specific EIICBA component	0.82	GO:1,904,659	glucose transmembrane transport
							0.72	GO:0009401	phosphoenolpyruvate-dependent sugar phosphotransferase system
							0.59	GO:0016310	phosphorylation
4.62	2.79E-249	BJK46_006810	LytR family transcriptional regulator						
4.5	6.13E-307	BJK46_008015	glycosyltransferase	*sgtB*	0.50	monofunctional glycosyltransferase	0.66	GO:0008360	regulation of cell shape
							0.66	GO:0009252	peptidoglycan biosynthetic process
							0.66	GO:0071555	“
4.47	3.41E-230	BJK46_000295	kinase/pyrophosphorylase	*ppdkR*		Putative pyruvate, phosphate dikinase regulatory protein	0.70	GO:0006470	protein dephosphorylation
							0.63	GO:0006468	protein phosphorylation
4.22	2.28E-202	BJK46_000300	pyruvate, phosphate dikinase	*ppdK*	0.63	Pyruvate, phosphate dikinase	0.67	GO:0006090	pyruvate metabolic process
							0.59	GO:0016310	phosphorylation
4.15	7.55E-274	BJK46_008070	DNA-binding response regulator	*vraR*			0.67	GO:2,000,112	regulation of cellular macromolecule biosynthetic process
							0.63	GO:0000160	phosphorelay signal transduction system
							0.58	GO:0006355	regulation of transcription, DNA-templated
4.14	2.29E-274	BJK46_008080	transporter	*vraT*	0.69	Transporter yvqF			
4.1	5.04E-252	BJK46_008075	sensor histidine kinase	*vraS*	0.89	Sensor protein VraS	0.68	GO:0018106	peptidyl-histidine phosphorylation
							0.63	GO:0000160	phosphorelay signal transduction system
4.1	5.40E-246	BJK46_000760	DUF1002 domain-containing protein		0.79	Extracellular protein			
**Log**_**2**_ **FC**	***p*** **-value**	**Gene_id**	**Gene product**	***Gene*** ***name***	**Description (shown by Pannzer2)**		**Biological process (shown by Pannzer2)**		
					**Estimated PPV (> 0.5)**	**Description**	**Estimated PPV (> 0.5)**	**GO-id**	**Description**
-5.33	0	BJK46_009895	hypothetical protein		0.59	surface rod structure-forming protein G (fragment)			
-4.84	2.28E-219	BJK46_012045	hypothetical protein						
-4.8	0	BJK46_008825	phosphoribosylglycinamide formyltransferase	*purN*	0.56	phosphoribosylglycinamide formyltransferase			
-4.79	0	BJK46_008820	bifunctional phosphoribosylaminoimidazolecarboxamide formyltransferase/IMP cyclohydrolase	*purH*	0.54	bifunctional purine biosynthesis protein PurH			
-4.69	0	BJK46_008830	phosphoribosylformylglycinamidine cyclo-ligase	*purM*	0.67	phosphoribosylformylglycinamidine cyclo-ligase			
-4.67	0	BJK46_008835	Amidophosphoribosyltransferase	*purF*	0.63	amidophosphoribosyltransferase	0.75	GO:0009113	purine nucleobase biosynthetic process
							0.70	GO:0006189	de novo’ IMP biosynthetic process
							0.70	GO:0009116	nucleoside metabolic process
							0.69	GO:0006541	glutamine metabolic process
-4.56	2.34E-321	BJK46_008815	phosphoribosylamine–glycine ligase	*purD*	0.65	phosphoribosylamine–glycine ligase	0.74	GO:0009113	purine nucleobase biosynthetic process
							0.69	GO:0006189	de novo’ IMP biosynthetic process
-4.54	4.33E-245	BJK46_008840	phosphoribosylformylglycinamidine synthase subunit PurL	*purL*	0.59	phosphoribosylformylglycinamidine synthase subunit PurL	0.70	GO:0006189	de novo’ IMP biosynthetic process
-4.47	3.47E-294	BJK46_008850	phosphoribosylformylglycinamidine synthase subunit PurS	*purS*	0.63	phosphoribosylformylglycinamidine synthase subunit PurS	0.71	GO:0006189	de novo’ IMP biosynthetic process
-4.42	0	BJK46_008845	phosphoribosylformylglycinamidine synthase subunit PurQ	*purQ*	0.60	phosphoribosylformylglycinamidine synthase subunit PurQ	0.70	GO:0006189	de novo’ IMP biosynthetic process
							0.69	GO:0006541	glutamine metabolic process
-4.3	0	BJK46_008855	phosphoribosylaminoimidazolesuccinocarboxamide synthase	*purC*	0.63	phosphoribosylaminoimidazole-succinocarboxamide synthase	0.71	GO:0009236	cobalamin biosynthetic process
							0.70	GO:0006189	de novo’ IMP biosynthetic process
-3.86	1.28E-235	BJK46_008860	5-(carboxyamino)imidazole ribonucleotide synthase	*purK*	0.61	N5-carboxyaminoimidazole ribonucleotide synthase	0.70	GO:0006189	de novo’ IMP biosynthetic process
-3.8	4.19E-66	BJK46_011905	peptidoglycan-binding protein						
-3.63	3.78E-181	BJK46_009875	ABC-type cobalamin Fe3+-siderophores transport system periplasmic component		0.73	hydroxamate siderophore binding lipoprotein			
-3.25	1.40E-126	BJK46_008865	5-(carboxyamino)imidazole ribonucleotide mutase	*purE*	0.57	N5-carboxyaminoimidazole ribonucleotide mutase	0.71	GO:0006189	de novo’ IMP biosynthetic process

Of the top 15 down-regulated genes, 11 genes (Down-Regulated Genes, *DRGs*), BJK46_008815 (*purD*), BJK46_008820 (*purH*), BJK46_008825 (*purN*), BJK46_008830 (*purM*), BJK46_008835 (*purF*), BJK46_008840 (*purL*), BJK46_008845 (*purQ*), BJK46_008850 (*purS*), BJK46_008855 (*purC*), BJK46_008860 (*purK*), and BJK46_008865 (*purE*), were located on a single *pur*-operon and assigned GO biological process classes predicted to be associated with ‘de novo’ IMP biosynthetic process. 

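All 11 *pur* genes fell with erythritol, from -3.33 to -4.87 on the log2 scale. *purN* fell most, from 696 ± 30.8 normalized CPM (SD, n = 3) to 23.7 ± 2.69, a log2FC of -4.87 (SE 0.09, adjusted p = 1.9e-10 from edgeR's quasi-likelihood test). *purH* (-4.86), *purM* (-4.77), *purF* (-4.75), *purD* (-4.64), *purL* (-4.62), *purS* (-4.55), *purQ* (-4.49) and *purC* (-4.37) fell by about as much. *purK* (-3.93) and *purE* (-3.33, SE 0.12), which have the highest locus tags of the row, fell less, *purE* from 144 ± 12.9 to 14.4 ± 2.37. The direction of transcription was not checked. The genes around the row fell less or did not fall. On the side of *purD*, BJK46_008810, BJK46_008805 and BJK46_008800 had log2FC of -0.21, 0.02 and 0.23. On the side of *purE*, *folD* (BJK46_008870), which makes a folate cofactor used in purine synthesis, fell by 0.66 on the log2 scale (SE 0.08, adjusted p = 4.0e-05), and BJK46_008875 had a log2FC of 0.08. Under scaling by library size only, BJK46_008805 (0.20) and BJK46_008875 (0.26) rose and BJK46_008810 (-0.03) did not pass. *qoxA*, the gene after BJK46_008880, had a log2FC of -0.93. The neighbours were chosen after their values were seen. All 11 genes also passed when adjusted over the list alone, and the set fell below the other genes (camera adjusted p = 5.2e-07, or 0.34 with an estimated correlation). The set was picked by the study on these cultures, so this test is not independent evidence.

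**Figure D2:**
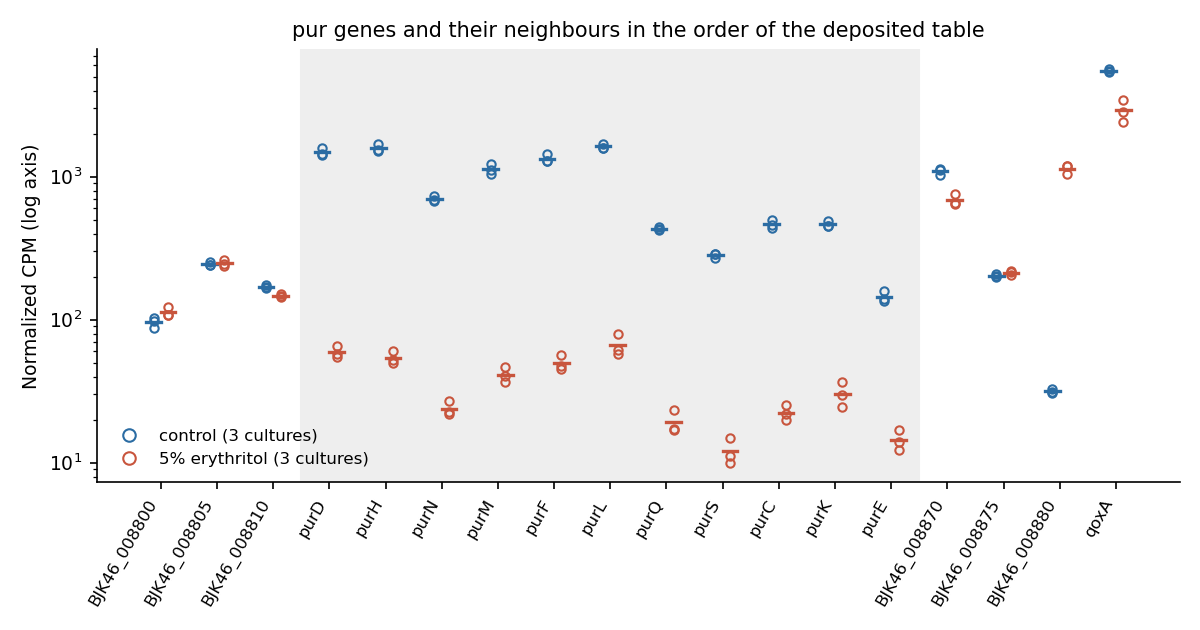
Normalized CPM (log axis) of the 11 *pur* genes (shaded) and their neighbours, in the order of the deposited table. Each circle is 1 of the 3 control (blue) or 3 erythritol (red) cultures and each bar is the mean of 3. In *purN* the means are 696 and 23.7, and in BJK46_008880, at the right, 31.6 and 1136.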

The GO biological process classes could not be predicted in the remaining 4 down-regulated genes.

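Of these 4 genes, BJK46_009895 fell most of all genes tested, from 2117 ± 67.2 normalized CPM (SD, n = 3) in the control to 50.02 ± 5.51 with erythritol. Its log2FC was -5.40 (SE 0.11, adjusted p = 2.4e-10 from edgeR's quasi-likelihood test). BJK46_012045 fell from 1146 ± 98.6 to 37.9 ± 9.10, a log2FC of -4.92 (SE 0.16). BJK46_009875, annotated as a ferrichrome-binding protein of iron uptake, fell from 1443 ± 176 to 111 ± 10.8, a log2FC of -3.71 (SE 0.12). The peptidoglycan-binding protein gene BJK46_011905 fell from 1259 ± 176 to 85.5 ± 34.0, a log2FC of -3.88 (SE 0.25), and varied most of the 4 genes between erythritol cultures. The genes before it by locus tag fell as well, by 3.00 in a glucosyltransferase gene (BJK46_011900, chosen after its value was seen) and by 1.85 in BJK46_011895, annotated as a ligase of peptidoglycan precursors, both on the log2 scale. With a background subtracted from each library, an alternative chosen after the data were seen, the log2FC of BJK46_011900 was -5.23.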

The expression of the genes BJK46_008775 (encoding a PEP-protein phosphotransferase; PTS system enzyme I, E1), BJK46_002265 (encoding a histidine-containing phosphocarrier protein (HPr)), and BJK46_011055 (encoding a *pur*-operon repressor (PurR)) were not strongly induced or repressed by erythritol, exhibiting log_2_FC values of 0.550, 1.22, and 0.206, respectively, as shown in Additional file 1.

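The EI gene (BJK46_008775) had 3134 ± 124 normalized CPM (SD, n = 3) in the control and 3336 ± 153 with erythritol, a log2FC of 0.09 (SE 0.09) that did not pass (adjusted p = 0.39 from edgeR's quasi-likelihood test). It passed when scaled by library size only, with a log2FC of 0.27 (adjusted p = 0.012). BJK46_002265, whose product in the deposited table is an HPr kinase/phosphorylase, an enzyme that acts on HPr, rose from 269 ± 9.08 to 552 ± 25.7, a log2FC of 1.04 (SE 0.06, adjusted p = 1.5e-07). The deposited table names BJK46_008780, next to the EI gene, as phosphocarrier protein HPr. It was chosen after its value was seen, and rose from 839 ± 23.0 to 981 ± 39.7, a log2FC of 0.22 (SE 0.07, adjusted p = 0.012). With the replicate number as a block it did not pass (adjusted p = 0.060). The PurR gene (BJK46_011055) had 470 ± 23.4 in the control and 465 ± 31.9 with erythritol, a log2FC of -0.01 (SE 0.07, adjusted p = 0.86). Under scaling by library size only its log2FC was 0.17 and did not pass either. Under alternatives chosen after the data were seen, the PurR gene rose, by 0.17 with a background subtracted from each library and by 0.21 with cyclic loess normalization, and the EI gene rose by 0.29 and 0.55.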

### Glucose supplementation restored erythritol-induced up-regulation of PTS- and cell wall-related gene transcription and growth inhibition of SP

A quantitative reverse transcription PCR (RT-qPCR) analysis further confirmed the up-regulation of genes belonging to *URGs1* and *URGs2* in the presence of erythritol (Fig. 3). Because the PTS contributes to glucose uptake, we hypothesized that the up-regulation of PTS-related gene transcription was caused by glucose starvation in SP. Therefore, we compared the expression of PTS-related genes in SP between glucose-free and glucose-supplemented (1% [w/w]) conditions. We found that up-regulation of transcription of genes belonging to *URGs1* in response to erythritol was restored under glucose-supplemented conditions, suggesting that transcription of PTS-related genes was up-regulated in response to glucose starvation. We also found that up-regulation of transcription of genes belonging to *URGs2* in response to erythritol was restored under glucose-supplemented conditions. Moreover, supplementation of 0.1% glucose partially restored growth inhibition by erythritol (Fig. 4). Even when 1% glucose was added, the suppression of growth inhibition remained at the same level as when 0.1% glucose was added.

**Fig. 3:**
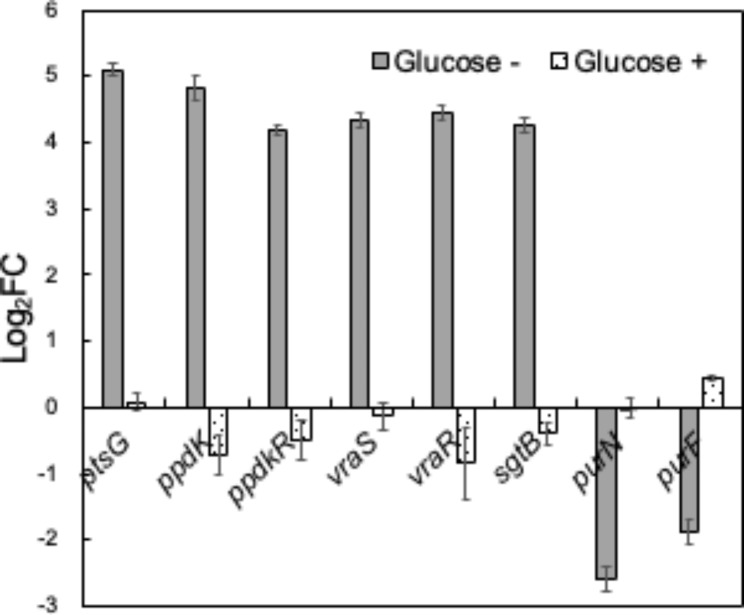
Differential gene expression analysis by RT-qPCR. The expression levels of several genes whose expression was regulated by erythritol were examined by RT-qPCR in the presence and absence of 1% glucose

**Fig. 4:**
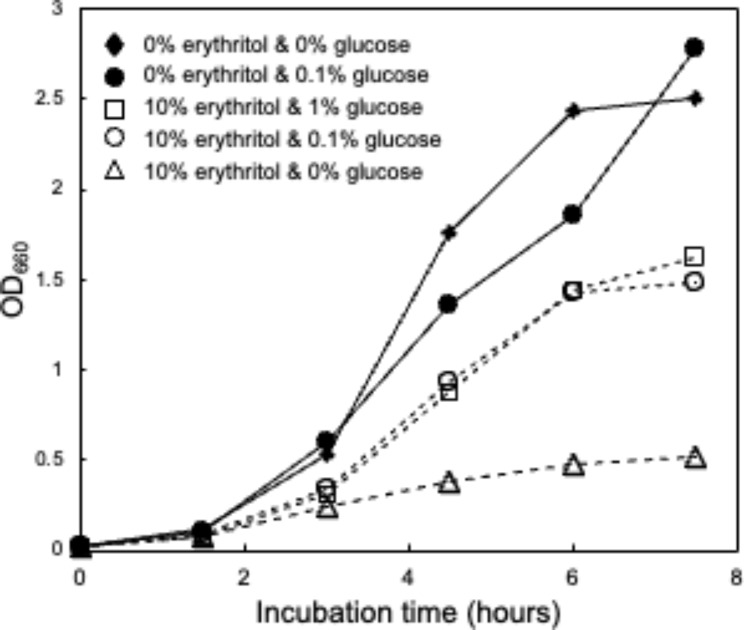
Time course of SP growth in 802 medium with erythritol and/or glucose (*n* = 3)

### Erythritol inhibited biofilm formation in SP

Down-regulation of genes belonging to *DRGs* was also confirmed by RT-qPCR analysis (Fig. 3). Previous reports suggested that down-regulation of *pur*-operon genes is associated with inhibition of biofilm formation in staphylococci [9]. Therefore, we hypothesized that erythritol inhibits biofilm formation in SP. Erythritol significantly inhibited the growth of SP (Fig. 5a) and the amount of biofilm formation (Fig. 5b) in a dose-dependent manner. In the condition with 5% erythritol, the biofilm inhibition effect (41.8% of OD_570_ vs. control) is notably greater than the growth inhibition effect (74.9% of OD_660_ vs. control).

**Fig. 5:**
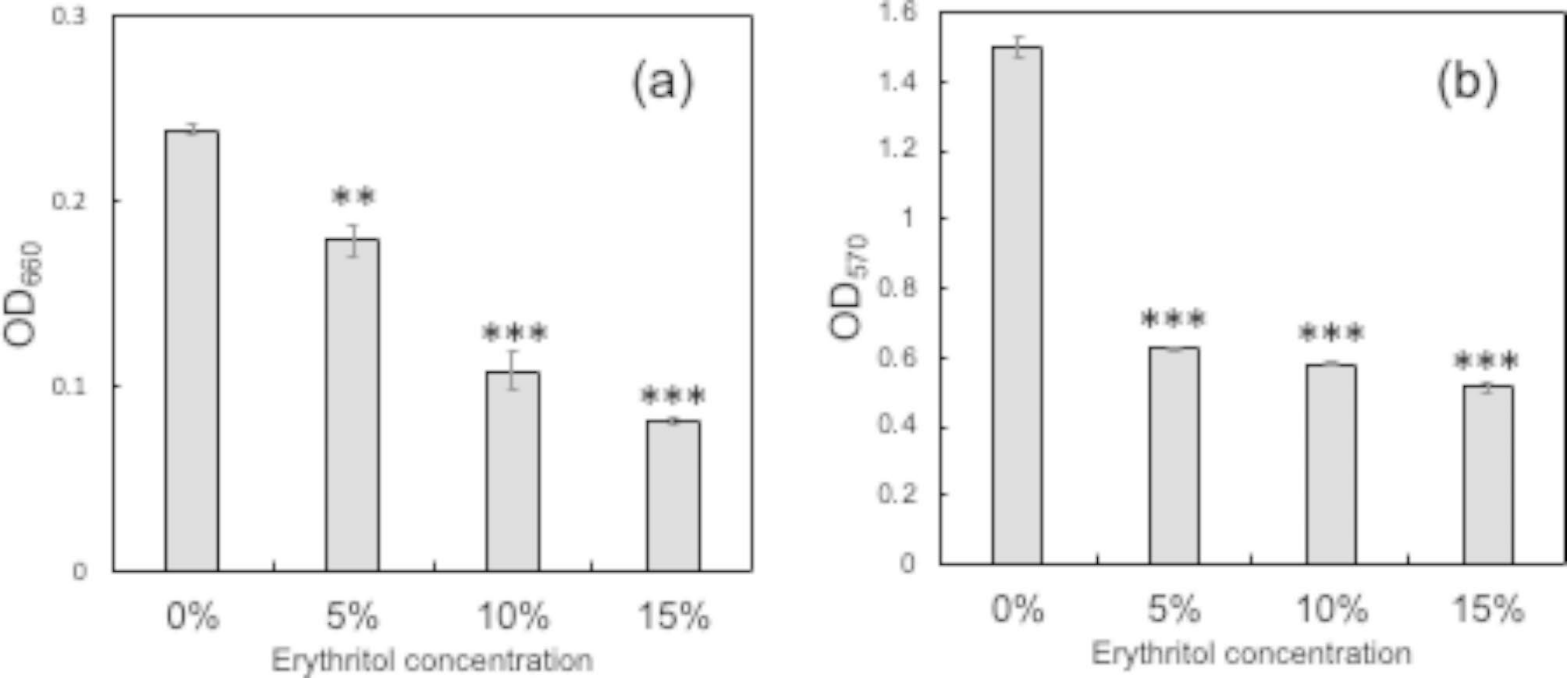
Inhibition of growth and biofilm formation of SP by erythritol. Cell growth as indicated by OD_660_ (**a**) and biofilm formation as indicated by OD_570_ (**b**) of the SP culture medium without erythritol (0%) and with erythritol (5, 10, 15%) (*n* = 8) were measured. Double asterisk indicates *p* < 0.01 and triple asterisk indicates *p* < 0.001 between the control (0%) group and each erythritol-added group

## Discussion

Erythritol inhibited SP growth in a dose-dependent manner, as previously reported for other bacteria [4–7]. We performed a transcriptome analysis of SP with and without erythritol exposure to validate the mechanism of growth inhibition by erythritol. Among the top 15 up-regulated and top 15 down-regulated genes, we focused on the genes whose GO biological process classes were predicted for their gene products. A proposed summary of the cellular responses to the addition of erythritol is shown in Fig. 6.

**Fig. 6:**
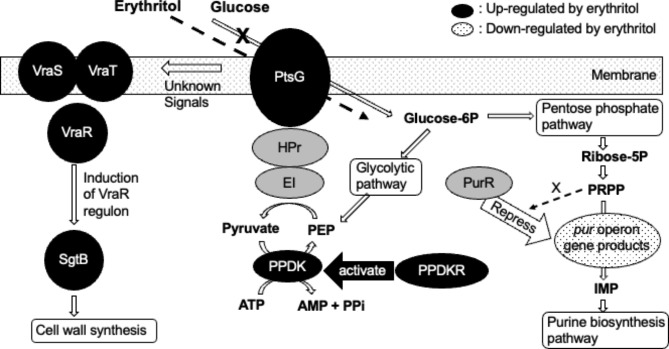
A proposed summary of the cellular responses to the addition of erythritol. Gene products of *URGs1*, *URGs2* (black circles), and *DRGs* (dotted circles) and their related gene products (gray circles) are shown. Compound names are shown in bold. Erythritol may antagonistically inhibit PTS-mediated glucose uptake by binding to the substrate binding site of PtsG, thereby exerting a growth inhibitory effect on SP. The cellular response to this may be induction of PtsG and its drivers, PPDK and PPDKR. Erythritol may respond to the VraTSR three-component system and promote cell wall synthesis by inducing SgtB, which may contribute to the suppression of some erythritol stress. Erythritol-induced glucose starvation may limit PRPP synthesis, preventing the synthesis of sufficient amounts of PRPP for binding to the PurR repressor and releasing expression of the *pur*-operon genes

The gene products of *URGs1* (*ptsG, ppdkR, ppdK*) are suggested to be involved in glucose transport. Microorganisms contain multiple PTS gene clusters with specificity for different sugars such as glucose, fructose, cellobiose, and xylose. The PTS is usually composed of one membrane-spanning protein and some soluble proteins. EI and HPr proteins are the general cytoplasmic PTS components, and in most organisms are involved in the uptake of all PTS carbohydrates. In contrast, the EIIA, EIIB, and EIIC (membrane-spanning) proteins are usually specific to one substrate or a small group of closely related carbohydrates [10]. These EII proteins are often fused to each other, and the *ptsG* gene of SP encodes the fused EIICBA protein. Bacterial PTS transports sugars up a concentration gradient with phosphorylation, and the phosphate donor is the energy-rich PEP. Pyruvate converted from PEP via PTS transportation is converted/reused by PPDK to PEP [11]. PPDK regulatory protein (PPDKR) activates PPDK via a Pi-dependent, PPi-forming phosphorolytic reaction [12]. The significant induction of *URGs1* expression by the addition of erythritol to SP cultures suggests that this may be a cellular response to erythritol-induced glucose starvation. Namely, erythritol may antagonistically inhibit PTS-mediated glucose uptake by binding to the substrate-binding site of PtsG, thereby inhibiting the growth of SP. 

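Of 32 further genes of PTS components, 20 rose with erythritol, 4 fell and 8 did not pass at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The genes of a trehalose transporter (BJK46_000165) and an alpha-glucoside transporter (BJK46_000340) rose by a log2FC of 1.62 (SE 0.09) and 1.52 (SE 0.10). The mannitol transporter gene BJK46_011820 rose by 1.51 (SE 0.35) and is among the 7 genes of the list in the lowest 10% by mean RPKM, all of which rose. Without the lowest 10%, 13 of 25 rose and 4 fell. The median of the list was 0.40, above that of the other genes (camera adjusted p = 0.0060, or 0.34 with an estimated correlation). Of 11 genes of glycolysis, 7 rose, 2 fell and 2 did not pass, the same when adjusted over the list alone. A glyceraldehyde-3-phosphate dehydrogenase gene (BJK46_010465) rose by 2.31, *gpmA* by 1.05 and the glucose-6-phosphate isomerase gene (BJK46_001770) by 0.45. These were the 3 largest changes that passed. *gap* (BJK46_002185), annotated as the type I form of that dehydrogenase, was not among them. By locus tag, *gap* stands in a row with 4 other genes of the list (BJK46_002165 to BJK46_002180), and BJK46_010465 lies apart from them. Which of the dehydrogenase genes serves glycolysis was not tested. Only BJK46_010465 and *gpmA* changed more than 2-fold, so the list shows no strong rise of the other glycolysis genes. The list's median was 0.30, and it was not set apart from the other genes by camera (adjusted p = 0.19), while limma's fry, which tests whether a list's genes move one way, gave an adjusted p of 0.0056. Of 3 genes of gluconeogenesis and pyruvate carboxylation, *pckA* (PEP carboxykinase) fell by 1.40 on the log2 scale and the other two did not pass, also when adjusted over the list alone. The median of these 3 was -0.01, or 0.17 with library size only (camera adjusted p = 0.54, fry 0.0027). All 12 genes of the citric acid cycle fell, also when adjusted over the list alone, and 10 fell under scaling by library size only. *acnA* (aconitase) had a log2FC of -1.75, a 2-oxoglutarate dehydrogenase gene (BJK46_002845) -1.15 and a succinate dehydrogenase gene (BJK46_004960) -1.14. The median of the cycle's genes was -0.97 (camera adjusted p = 4.7e-04, or 0.54 with an estimated correlation). Among 29 genes for the use of sugars other than glucose, 16 rose, 8 fell and 5 did not pass, the same when adjusted over the list alone. There *galT*, of galactose use, fell by 2.07 on the log2 scale, and a ribose transporter gene (BJK46_011495) in the lowest 10% rose by 2.65 (SE 0.64). With cyclic loess normalization, an alternative chosen after the data were seen, the ribose transporter gene (0.17) and the mannitol transporter gene (0.16) did not pass. The median of that list was 0.38 (camera adjusted p = 0.11, fry 0.0027). From the induction of *ptsG*, *ppdK* and *ppdkR*, the paper proposes that the cells respond to a shortage of glucose, which erythritol may bring about by competing for PtsG. It also draws on RT-qPCR with added glucose, where these genes were not significantly induced, and on growth that glucose partly restored.

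**Figure D3:**
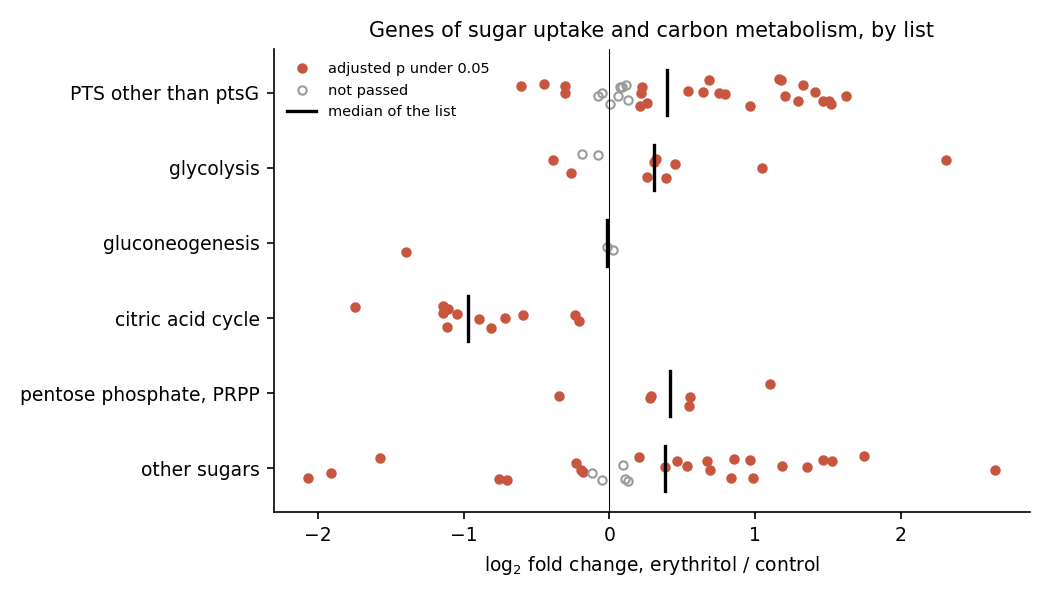
Fitted log2FC (erythritol over control) of the genes in each of 6 lists of sugar uptake and carbon metabolism. Each circle is a gene, filled where its adjusted p is under 0.05 and open where it did not pass, and each black bar is the median of a list. All 12 genes of the citric acid cycle lie left of 0, and 20 filled points of the PTS list lie right of it.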

The cellular response to this may be the induction of PtsG and its drivers, PPDK and PPDKR. This is supported by the fact that no significant induction of *URGs1* was observed under glucose-added conditions (Fig. 3). Since the growth inhibition was suppressed by adding 1/100th of the amount of glucose relative to erythritol, the affinity of erythritol to PtsG may be considerably lower than that of glucose. In the future, it will be necessary to verify whether erythritol binds to PtsG and competes with glucose uptake. In addition, PEP is well supplied by the glycolytic pathway in the presence of glucose, which may also be involved in suppressing the induction of PPDK and PPDKR by glucose.

The gene products of *URGs2* (*vraTSR* and *sgtB*) were suggested to be involved in cell wall drug resistance. It has been reported that *Staphylococcus aureus* responds to diverse classes of cell wall-inhibitory antibiotics, like methicillin, using the two-component regulatory system VraSR to up- or down-regulate a set of genes that presumably facilitates resistance to these antibiotics [13], and VraT has been reported to be a positive modulator of VraSR [14]. SgtB is known as the core cell wall stress stimulon together with PBP2 and MurZ and is also regulated by VraSR [15]. In Gram-positive bacteria, it has been reported that SgtB might participate in enhancing peptidoglycan biosynthesis and catalysing the incorporation of UDP-*N*-acetylglucosamine into peptidoglycan for cell wall elongation, thereby reducing sensitivity to antibiotics that inhibit cell wall synthesis [16]. Interestingly, no significant induction of *URGs2* was observed under glucose-added conditions (Fig. 3). The specific molecular signal responsible for *vraSTR* induction remains unknown, but some signalling from the PTS or glycolysis pathway might induce the expression of *vraTSR*. The above discussion suggests that erythritol may respond to the VraTSR three-component system and promote cell wall synthesis by inducing SgtB, which may contribute to the suppression of some erythritol stress.

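Of 11 genes of the cell wall stress stimulon of staphylococci other than *vraTSR* and *sgtB*, 10 rose with erythritol and 1 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. A gene annotated as penicillin-binding protein 2 (BJK46_003480), of a family that builds peptidoglycan, rose from 754 ± 37.0 normalized CPM (SD, n = 3) to 1136 ± 104, a log2FC of 0.59 (SE 0.09). Another gene annotated as a penicillin-binding protein, BJK46_002985, also rose. Which of them is the PBP2 that the paper names was not tested. The 2 genes annotated as UDP-N-acetylglucosamine 1-carboxyvinyltransferase, the first enzyme of peptidoglycan precursors, rose by 0.62 (BJK46_010365) and 0.22 (*murA*, BJK46_010245), and were chosen after their values were seen. A peptidylprolyl isomerase gene (BJK46_010700), of a family that folds secreted proteins, rose by a log2FC of 1.91 (SE 0.19). The protein arginine kinase gene (BJK46_005970) rose by 2.06 (SE 0.06), although its product marks proteins for degradation by Clp proteases and makes no cell wall. The 1 gene that fell, chosen after its value was seen, is a second peptidylprolyl isomerase gene (BJK46_001835, -0.22), which did not pass under scaling by library size only (-0.04) or without control replicate 1 (-0.17). Under alternatives chosen after the data were seen, that gene did not pass either, at -0.03 with a background subtracted from each library and 0.06 with cyclic loess normalization. The list's median was 0.79, above that of the other genes (camera adjusted p = 6.9e-04, or 0.41 with an estimated correlation), and it holds 1 gene of Table 1, BJK46_006810. Of 19 genes of peptidoglycan precursor synthesis, 6 rose, 8 fell and 5 did not pass, again the same when adjusted over the list alone. *glmS*, which makes glucosamine 6-phosphate, rose from 1304 to 6799 normalized CPM, a log2FC of 2.38. The alanine racemase gene BJK46_009170 fell by 0.92 on the log2 scale. The median of the precursor list was 0.08, its mean was -0.05, and camera placed it below the other genes without passing (adjusted p = 0.91). Under scaling by library size only, 10 of the 19 rose and 7 fell. The precursor list and the stress list share 1 gene, *murA*.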

Gene products of *DRGs* (*pur*-operon genes) were predicted to be involved in the ‘de novo’ IMP biosynthetic process, which leads to the purine biosynthesis pathway. It has been reported that the *pur*-operon repressor PurR of *Bacillus subtilis*, which is a structural homologue of PurR of staphylococci, regulates the transcription of all *pur*-operon genes encoding enzymes for synthesis of IMP from the starting material phosphoribosyl pyrophosphate (PRPP) [17]. Another study showed that PRPP appears to be the inducer of genes regulated by PurR, as it is the only molecule among many nucleobases, nucleosides, and nucleotides known to affect PurR-DNA binding in vitro [18]. The addition of erythritol to SP cultures significantly down-regulated *DRGs* under glucose-free conditions. This result may suggest that PRPP is not sufficiently synthesized in the presence of erythritol due to its inhibition of the PTS and is not present in sufficient amounts to bind to PurR in order to release the expression of the *pur*-operon genes. 

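Of 6 genes of the pentose phosphate pathway and PRPP synthesis, 5 rose with erythritol and 1 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The ribose-5-phosphate isomerase gene (BJK46_006935) rose by a log2FC of 1.105, the glucose-6-phosphate dehydrogenase gene (BJK46_003215) by 0.55 and a transaldolase gene (BJK46_008680) by 0.54. The 1 gene that fell is that of ribose-phosphate diphosphokinase (BJK46_011035), the enzyme that makes PRPP, chosen after its value was seen. It went from 650.0 ± 21.2 normalized CPM (SD, n = 3) to 512 ± 25.9, a log2FC of -0.34 (SE 0.06, adjusted p = 7.1e-04). With voom, cyclic loess normalization and limma, an alternative chosen after the data were seen, its log2FC was -0.08 and did not pass. The list's median was 0.42 (camera adjusted p = 0.11, fry 0.0020). Of 12 genes of purine synthesis, interconversion and salvage outside the *pur* operon, 8 fell, 2 rose and 2 did not pass, the same when adjusted over the list alone. The largest falls were in the genes of adenylosuccinate lyase (BJK46_008195, -1.93) and adenylosuccinate synthase (BJK46_001080, -1.51) and in *xpt* (-1.32), which salvages xanthine with PRPP. The 2 that rose, *guaC* (0.70) and *hpt* (0.30), were chosen after their values were seen. This list had a median of -0.72 (camera adjusted p = 0.039, or 0.56 with an estimated correlation). All 13 genes of pyrimidine synthesis fell, also when adjusted over the list alone, and 12 fell under scaling by library size only. The 2 carbamoyl-phosphate synthase genes (BJK46_004695 and BJK46_004700) fell by 1.46 and by 1.34 on the log2 scale and the orotidine-5'-phosphate decarboxylase gene (BJK46_004680) by 1.37, and the median was -1.26 (camera adjusted p = 6.4e-05, or 0.34 with an estimated correlation).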

In the glucose-fed condition, PRPP metabolized from glucose may be sufficiently present to interact with PurR, and the down-regulation of the *pur*-operon genes may thus be suppressed.

It has been reported that the ‘de novo’ IMP biosynthetic process is crucial for *S. aureus* growth in minimal media but not in rich media [19], likely due to the complementary action of the purine salvage pathway in rich media [9]. This suggests that inhibition of the ‘de novo’ IMP biosynthetic process by erythritol is not directly responsible for the inhibition of SP growth in the ‘rich’ 802 medium in this study.

Increased expression of the *pur-*operon genes, which were down-regulated by erythritol, has been reported to be found during biofilm formation in Gram-positive bacteria such as *S. aureus* and *Enterococcus faecalis*, and deletion of these genes significantly impaired biofilm formation in *S. aureus* [9]. Furthermore, erythritol has been shown to be more effective than xylitol in inhibiting not only streptococcal growth but also biofilm formation [4]. These previous results suggest that erythritol might inhibit biofilm formation in SP by reducing the expression of the *pur-*operon genes. In fact, erythritol showed an inhibitory effect on biofilm formation of SP that exceeded its inhibitory effect on growth (Fig. 5). The relationship between biofilm formation and the ‘de novo’ IMP biosynthetic process has not been fully elucidated; however, it has been suggested that during biofilm formation the requirement for high amounts of purine synthesized through ‘de novo’ IMP biosynthesis might be widespread among bacteria [9].

Biofilms are complex matrices produced by microorganisms, in which cells are bound to each other and linked to biotic or abiotic surfaces [20]. Biofilm formation of staphylococci strains is well known as a factor that increases the severity of diseases and antimicrobial resistance [21]. Since *S. pseudintermedius* is the most common cause of pyoderma and otitis externa in dogs [1], the inhibitory effect of erythritol on the growth and biofilm formation of *S. pseudintermedius* raises the possibility that erythritol may be used as a therapeutic agent to treat or prevent canine infections caused by this bacterium. Indeed, there are examples of the use of erythritol in veterinary therapy, such as in the treatment of verrucous dermatitis in dairy cattle [22]. We are investigating the potential use of erythritol as a therapeutic agent to treat or prevent infections in animals caused by bacteria such as staphylococci.

## Conclusion

The aim of the present study was demonstrating the growth inhibition of *S. pseudintermedius* by erythritol and to define the changes in gene transcription signatures induced by erythritol. Erythritol inhibited *S. pseudintermedius* growth in a dose-dependent manner. Changes in the gene transcription profiles of *S. pseudintermedius* with or without erythritol were analysed by RNA-seq and RT-qPCR. We revealed that erythritol induced up-regulation of three genes (*ptsG*, *ppdK*, and *ppdkR*) that are related to the PTS. Glucose supplementation restored the up-regulation of the PTS-related genes in response to erythritol. These findings indicated that erythritol antagonistically inhibits PTS-mediated glucose uptake, thereby exerting a growth inhibitory effect on *S. pseudintermedius*. In addition, erythritol down-regulated eleven genes that are located in a single *pur*-operon and inhibited biofilm formation. Erythritol, by inhibiting the growth and biofilm formation of *S. pseudintermedius*, may be used as a therapeutic agent to treat or prevent canine infections.

## Methods

### Bacterial strain and preparation of media

SP was obtained from the Japan Collection of Microorganisms (JCM). For cultivation, 802 medium (1% hipolypepton [Fujifilm Wako, Osaka, Japan], 0.2% yeast extract [Fujifilm Wako], 0.1% MgSO_4_・7H_2_O [Fujifilm Wako], pH 7.0) with or without erythritol (B Food Science Co., Ltd., Tokyo, Japan) and/or glucose (Fujifilm Wako) were used. Xylitol, sorbitol, and maltitol were provided by B Food Science Co., Ltd.

### Growth test of SP with sugar alcohols

SP was inoculated into 802 medium and cultured at 30 °C overnight to serve as an inoculum. After dispensing 0.6 mL of 802 medium containing each sugar alcohol (erythritol, xylitol, sorbitol, and maltitol) at 0, 5, 10, or 15% (w/w) into 96 Deep Well Plates (AxyGen Scientific, CA, USA), each well was inoculated with 4 µL of each bacterium and cultured at 30 °C using an MBR-034P shaker (Taitec, Aichi, Japan) with shaking at 1,000 rpm for 16 h. Twenty microliters of these cultures were suspended in 180 µL of water in the 96-well flat-bottomed plates (4845-96 F; Watson Bio Lab, CA, USA), and turbidity (OD_660_) was measured using a microplate reader (SpectraMax M2; Molecular Devices, CA, USA) (*n* = 4). To assess the significance of differences, comparisons between the control (0%) group and each sugar-added group were performed by Tukey’s method using SPSS @ Statistics Version 26.0, with the probabilistic significance *p* < 0.05 indicating a significant difference.

### RNA-seq

A single colony of SP was inoculated into 3 mL of 802 medium in CELLSTAR® CELLreactor™ 15 ml (Greiner Bio-One, Frickenhausen, Germany)　and cultured at 30 °C for 15 h with shaking at 210 rpm using a BR-23FP MR shaker (Taitec) until OD_660_ = 3.4. For RNA preparation of bacteria cultured in 802 medium with or without 5% (w/w) erythritol, 60 or 30 µL of the above seed culture was inoculated into 3 mL of 802 medium, respectively, and incubated at 30 °C until OD_660_ = 0.8–1.0 for three independent cultures under each condition. After cooling 3 mL of the culture medium on ice, the cells were collected by centrifugation at 5,000 rpm for 5 min using the centrifuge MX-107 (Tomy Seiko, Tokyo, Japan), and 800 µl of RNA later® (Thermo Fisher Scientific, MA, USA) was then added to cells for RNA extraction. Total RNA was extracted using the RNeasy® Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The total RNA of samples were sent to Seibutsu Giken Inc. (Kanagawa, Japan) for next generation sequencing (NGS). Briefly, the concentrations of the RNA samples were measured using the Quantus Fluorometer and Quanti Fluor RNA system (Promega, Madison, USA). Quality check of the RNA was performed with 5200 Fragment Analyzer System and Agilent HS RNA Kit (Agilent Technologies, CA, USA). After removing rRNA in samples by riboPool™ (siTOOLs Biotech, Planegg, Germany), the NGS library was prepared by MGIEasy RNA Directional Library Prep Set (MGI Tech, Shenzhen, China) according to the manufacturer’s protocol. The concentrations of the library were measured with Qubit 3.0 Fluorometer and dsDNA HS Assay Kit (Thermo Fisher Scientific). Quality check of the library was performed with Fragment Analyzer and dsDNA 915 Reagent Kit (Advanced Analytical Technologies, Iowa, USA). A circular DNA was made from the library by MGIEasy Circularization Kit (MGI Tech). DNA Nanoball (DNB) was made with DNBSEQG 400 RS High throughput Sequencing Kit (MGI Tech) according to the manufacturer’s protocol. Sequencing was performed with DNBSEQ-G400 for at least 2 × 100 bp read. The adapters and primers from the delivered FASTQ files were removed using cutadapt (ver. 1.9.1). Short read sequences under 20 and low-quality score reads (under 40) were removed with a sickle (ver. 1.33). Bowtie2 (ver. 2.4.1) was used to read the alignment and mapping of the GCF_001792775.2 reference genomes. After reading and writing the alignment data in the SAM and BAM formats with the SAMtools, the data were sorted and indexed. The read counts per gene were obtained using the featureCounts (ver. 2.0.0). The relative expression level of each gene was normalized by the RPKM (Reads per Kilobase Million) and Transcripts Per Million methods. After normalization using the DEGES normalization method implemented in TCC (ver. 1.26.0), we performed a differential gene expression analysis using edgeR (ver. 3.28.1). The PCA plot and the volcano plot were created to visualize the RNA-seq results using the Nucleic Acid SeQuence Analysis Resource (NASQAR; https://nasqar.abudhabi.nyu.edu/#). The top 15 up-regulated and top 15 down-regulated genes in response to erythritol obtained by RNA-seq analysis were annotated using Protein ANNotation with Z-scoRE (PANNZER2; http://ekhidna2.biocenter.helsinki.fi/sanspanz/) to predict functional descriptions and Gene Ontology (GO) classes of the biological process.

### Analysis of RT-qPCR

RT-qPCR analysis was performed as follows. Total RNA of the cells cultured in 802 medium was extracted as above. Total RNA of the cells cultured in 802 medium containing 1% (w/w) glucose was prepared in the same manner as that described above (*n* = 3). Complementary DNA synthesis was performed using the Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics, Ottweiler, Germany) with random primers. The primer sets used for RT-qPCR had 100% identity with the gene sequences of SP (GenBank: MLGE00000000.2) and the primer sets were selected using Primer-BLAST (Table 2). An RT-qPCR reaction was performed using these primer sets and TB Green® Fast qPCR Mix (Takara Bio, Shiga, Japan) with 45 cycles at 95 °C for 5 s and 55 °C for 60 s on a Thermal Cycler Dice® Real-Time System III (Takara Bio). The absolute copy numbers of genes listed in Table 2 in the cDNA samples were determined from the corresponding standard curves, using DNA samples of known concentration and the CT values. Relative gene expression levels were assessed using the *recA* gene as a reference gene [23].

**Table 2:** Sequences of PCR primers used for qPCR.

Primer set	Sequence (5’–3’)	PCR product length (bp)
purN	ACTCGCGCATATCGAAGTCA TACACCTTCCTGACGCAACC	195
ptsG	GCATTGGTGGCTCGTGATTC AAGGCAATTCGCTTGCAGTC	192
ppdK	TCATTCCACCGTGTGTCGTT	153
	CGGCGACGGGTAAAATTGTG	
ppdkR	CTCACCGCAAGCCCTGAATA	157
	TGACTGTCGCATTGAGCTGT	
vraS	CAATACGTTACGACATGCTG	169
	ACCAATCTCTATTGCACGTT	
vraR	CGTTAGATGCCGGTGTCGAT	177
	TCTCGCGCTCAGTCAACAAT	
sgtB	CGCTCAATCCGTTTAGCGAC	150
	ACGTGCGATTTTTGCATCGG	
purN	ACTCGCGCATATCGAAGTCA TACACCTTCCTGACGCAACC	195
purF	ATCCGAACGCCATTGGTCAT TTGGAAAATGCCGCCTGTTG	176
recA	GGGCCGAGCTCTGAAATTCT CTCCTTCGCGTGAAATCCCT	185

### Time course of SP growth with erythritol and/or glucose

SP was inoculated into 802 medium containing 0.1% (w/w) glucose and cultured at 37 °C for 2 h to serve as an inoculum (OD_660_ = 1.47). After dispensing 0.6 mL of 802 medium with 0% erythritol and 0% glucose; 0% erythritol and 0.1% glucose; 10% erythritol and 1% glucose; 10% erythritol and 0.1% glucose; and 10% erythritol or 0% glucose into 96 Deep Well Plates, each well was inoculated with 20 µL of the SP broth and cultured at 37 °C with shaking at 1,000 rpm. After 1.5, 3, 4.5, 6, and 7.5 h of incubation, turbidity (OD_660_) was measured as shown above (*n* = 4).

### Biofilm adhesion assay

Biofilm adhesion was examined using a crystal violet staining assay based on a previously reported method [24]. Briefly, SP was inoculated into 2 × 802 medium and cultured at 37 °C with shaking at 210 rpm until OD_660_ = 1.0. A 100-µL aliquot of this culture was added to 100 µL of erythritol solution containing 0, 5, 10, and 15% (w/w)　erythritol dispensed into 96-well cell culture plates (197-96CPS; Watson Bio Lab). In the case of glucose-containing cultures, glucose was added at a concentration of 1.0% (w/w). After incubation at 37 °C for 24 h without shaking to allow biofilm formation, OD_660_ was measured to use as an indicator of bacterial growth. The contents of the wells were then discarded with a simple decant and each well was washed by gently immersing in 500 mL of water twice to remove non-adherent cells while carefully maintaining the integrity of the formed biofilms. Biofilms were heat-fixed at 60 °C for 60 min. Adherent cells were stained with 150 µL of 0.2% (w/v) crystal violet for 15 min at room temperature and then dried at 30 °C. After resolubilization with 95% ethanol, OD_570_ was measured and used as an indicator of the amount of biofilm formation. In the statistical analyses, comparisons between the control (0%) group and each erythritol-added group were performed using Tukey’s method with SPSS @ Statistics Version 26.0. The sample size was *n* = 8.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets of RNA-seq generated during the current study are available in Gene Expression Omnibus with the accession number of GSE227665.

## List of Abbreviations

SP: *Staphylococcus pseudintermedius* JCM 17571
MRSP: Methicillin-resistant *Staphylococcus pseudintermedius*
PTS: Phosphoenolpyruvate-dependent sugar phosphotransferase system
PEP: Phosphoenolpyruvate
PRPP: Phosphoribosyl pyrophosphate
RT-qPCR: Quantitative reverse transcription PCR
FC: Fold change
*URGs*: Up-Regulated Genes
*DRGs*: Down-Regulated Genes
JCM: Japan Collection of Microorganisms
PCA: Principal Component Analysis
GO: Gene Ontology

## References

[1] Duim B, Verstappen KMHW, Kalupahana RS, Ranathunga L, Fluit AC, Wagenaar JA (2018). Methicillin-resistant *Staphylococcus pseudintermedius* among dogs in the description of novel SCCmec variants. Vet Microbiol.

[2] Priyantha MAR (2022). An overview of human infections caused by *Staphylococcus pseudintermedius*: a zoonotic risk of the oldest friend. Sri Lankan J Infect Dis.

[3] European Food Safety Authority (2015). Scientific opinion on the safety of the proposed extension of use of erythritol (E 968) as a food additive. EFSA J.

[4] Decock P, Mäkinen KK, Honkala E, Saag M, Kennepohl E, Eapen AK. Erythritol is more effective than xylitol and sorbitol in managing oral health endpoints. Int J Dent. 2016; 2016:9868421.10.1155/2016/9868421PMC501123327635141

[5] Hashino E, Kuboniwa M, Alghamdi SA, Yamaguchi M, Yamamoto R, Cho H, Amano A (2013). Erythritol alters microstructure and metabolomic profiles of biofilm composed of *Streptococcus gordonii* and *Porphyromonas gingivalis*. Mol Oral Microbiol.

[6] Fujii T, Inoue S, Kawai Y, Tochio T, Takahashi K (2022). Suppression of axillary odor and control of axillary bacterial flora by erythritol. J Cosmet Dermatol.

[7] Fujii T, Tochio T, Endo A. Ribotype-dependent growth inhibition and promotion by erythritol in *Cutibacterium acnes*. J Cosmet Dermatol. 2022; Apr 1. 10.1111/jocd.14958.10.1111/jocd.1495835364613

[8] Miyasawa-Horia H, Aizawa S, Takahashia N (2006). Difference in the xylitol sensitivity of acid production among *Streptococcus mutans* strains and the biochemical mechanism. Oral Microbiol Immunol.

[9] Gélinas M, Museau L, Milot A, Beauregard PB (2021). The *de novo* purine biosynthesis pathway is the only commonly regulated cellular pathway during biofilm formation in TSB-based medium in *Staphylococcus aureus* and *Enterococcus faecalis*. Microbiol Spectr.

[10] Deutscher J, Aké FMD, Derkaoui M, Zébré AC, Cao TN, Bouraoui H, Kentache T, Mokhtari A, Milohanic E, Joyet P (2014). The bacterial phosphoenolpyruvate:carbohydrate phosphotransferase system: regulation by protein phosphorylation and phosphorylation-dependent protein-protein interactions. Microbiol Mol Biol Rev.

[11] Cui J, Maloney MI, Olson DG, Lynd LR (2020). Conversion of phosphoenolpyruvate to pyruvate in *Thermoanaerobacterium saccharolyticum*. Metab Eng Commun.

[12] Chastain CJ, Xu W, Parsley K, Sarath G, Hibberd JM, Chollet R (2008). The pyruvate, orthophosphate dikinase regulatory proteins of Arabidopsis possess a novel, unprecedented Ser/Thr protein kinase primary structure. Plant J.

[13] Kuroda M, Kuroda H, Oshima T, Takeuchi F, Mori H, Hiramatsu K (2003). Two-component system VraSR positively modulates the regulation of cell-wall biosynthesis pathway in *Staphylococcus aureus*. Mol Microbiol.

[14] Boyle-Vavra S, Yin S, Jo DS, Montgomery CP, Daum RS (2013). VraT/YvqF is required for methicillin resistance and activation of the VraSR regulon in *Staphylococcus aureus*. Antimicrob Agents Chemother.

[15] Wu S, Lin K, Liu Y, Zhang H, Lei L (2020). Twocomponent signaling pathways modulate drug resistance of *Staphylococcus aureus* (Review). Biomed Rep.

[16] Qamar A, Golemi-Kotra D (2012). Dual roles of FmtA in *Staphylococcus aureus* cell wall biosynthesis and autolysis. Antimicrob Agents Chemother.

[17] Sinha SC, Krahn J, Shin BS, Tomchick DR, Zalkin H, Smith JL (2003). The purine repressor of *Bacillus subtilis*: a novel combination of domains adapted for transcription regulation. J Bacteriol.

[18] Weng M, Nagy PL, Zalkin H (1995). Identification of the *Bacillus subtilis pur* operon repressor. Proc Natl Acad Sci USA.

[19] Sause WE, Balasubramanian D, Irnov I, Copin R, Sullivan MJ, Sommerfield A, Chan R, Dhabaria A, Askenazi M, Ueberheide B, Shopsin B, Bakel HV, Torres VJ (2019). The purine biosynthesis regulator PurR moonlights as a virulence regulator in *Staphylococcus aureus*. Proc Natl Acad Sci USA.

[20] Yin W, Wang Y, Liu L, He J (2019). Biofilms: the microbial protective clothing in extreme environments. Int J Mol Sci.

[21] Arima S, Ochi H, Mitsuhashi M, Kibe R, Takahashi K, Kataoka Y (2018). *Staphylococcus pseudintermedius* biofilms secrete factors that induce inflammatory reactions *in vitro*. Lett Appl Microbiol.

[22] Sasaki N, Takakuwa J, Nishii S, Ishii M, Kadohira M, Naitou Y, Manabe H, Yamada H (2009). Effect of erythritol on verrucous dermatitis in dairy cattle. J Jpn Vet Med Assoc.

[23] Crawford EC, Singh A, Metcalf D, Gibson TWG, Weese SJ (2014). Identification of appropriate reference genes for qPCR studies in *Staphylococcus pseudintermedius* and preliminary assessment of *icaA* gene expression in biofilm-embedded bacteria. BMC Res Notes.

[24] Stepanović S, Vuković D, Hola V, Bonaventura GD, Djukić S, Cirković I, Ruzicka F (2007). Quantification of biofilm in microtiter plates: overview of testing conditions and practical recommendations for assessment of biofilm production by staphylococci. APMIS.

# Supplementary material for: Erythritol alters gene transcriptome signatures, cell growth, and biofilm formation in Staphylococcus pseudintermedius
**Source:** BMC Vet Res. 2023 Sep 7;19:146. doi: 10.1186/s12917-023-03711-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

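Additional file 1 gives, for each of 2337 coding sequences, the number of reads in each of the 6 cultures, a log2 fold change of erythritol over control and a p-value. Its read numbers equal the deposited counts in 100% of the entries. The p column lies close to the p of edgeR's exact test with DEGES factors, with a median difference of 8.39e-05 on the log10 scale. The fold change column equals the difference between the group means after voom with cyclic loess normalization, which brings the libraries to a common level separately at each level of expression. The largest difference in any gene was 4.99e-09. In the lowest 10% of genes by mean RPKM, the column lies below the fitted log2FC by a median difference of -0.92, and in the highest 10% above it by 0.35. At a log2FC beyond 1 and a p under 0.05, the column's own values give 268 genes up and 226 down. Of these, 215 and 202 are also up and down in edgeR's quasi-likelihood test with DEGES factors.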

**Additional file 1** Number of clean reads for the control sample (C1, C2, C3) and for the erythritol-treated sample (E1, E2, E3), respectively.

How the deposited data were processed for this re-analysis (not part of the article)

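The RNA-seq data come from 3 control cultures and 3 cultures with 5% (w/w) erythritol, each sequenced as its own library. The authors trimmed the reads with cutadapt 1.9.1 and sickle 1.33, aligned them with Bowtie2 2.4.1 and counted them per gene with featureCounts 2.0.0. For differential expression they used TCC 1.26.0, which runs DEGES normalization, and edgeR 3.28.1. The deposited table holds their raw counts, their RPKM (reads per length of the gene and size of the library) and their TPM (the same scaled to one sum per library) for 2337 coding sequences. The deposited RPKM could be recomputed from the deposited counts and gene lengths with a largest difference of 4.96e-06. The deposited TPM sum to the same total in every library. No gene of ribosomal or transfer RNA is in the table. The total of the deposited counts in each library equals the number of clean reads that the paper gives for it, so that number is one of reads assigned to coding sequences. All further values were computed from the deposited counts, with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 for versions and figures.

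TCC was not installed, so DEGES was written anew with edgeR's functions. It took 3 rounds of TMM factors and edgeR's exact test, each removing genes at an FDR under 0.1 and at least 5% of genes, and 1928 genes were set aside in the last round. The factors were 0.938, 0.934 and 0.947 for the control cultures and 1.02, 1.14 and 1.04 for the erythritol cultures. Genes with low counts were removed with edgeR's filterByExpr at a minimum count of 10, which kept 2335 genes. Erythritol and control cultures were compared with edgeR's quasi-likelihood test, with condition as the only term and 4 residual degrees of freedom. The common dispersion was 0.0114. Up- and down-regulated genes are those beyond a log2FC of 1 or -1 at p under 0.05, the limits of the paper, and adjusted p are by Benjamini-Hochberg over all tested genes. The standard error of a log2FC comes from its value and the test's F statistic. Principal components were computed from log2 CPM with a prior count of 2, centred per gene. Within the groups, counts of paired cultures differed by 19.1 to 143.0 times the sampling noise (chi-square per degree of freedom), so no 2 libraries are copies of one another. The 10 genes with the most reads took 7.59% to 9.29% of the counts.

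Lists of genes were written by symbol, product name or locus tag before the data were examined, as were the tests and the first set of alternatives. BJK46_009875 in the iron list and BJK46_009895 in the surface protein list were entered by locus tag. Both are down-regulated genes of Table 1, so these lists are not fully independent of the study's choice on these cultures. Of 29 lists, 28 had at least 3 tested members, and a list of ribosomal and transfer RNA had none. Some wrong matches by product name were then taken out by hand, while a methyltransferase of the ribosomal protein L11 stayed in the ribosome list. The 28 lists are 5 that the study chose on these cultures (URGs1, URGs2, DRGs and the up- and down-regulated genes of Table 1) and 23 others. These cover other PTS components, glycolysis, gluconeogenesis, the citric acid cycle, the pentose phosphate pathway with PRPP synthesis, other purine genes, pyrimidine synthesis, cell wall stress and peptidoglycan precursors. They also cover compatible solutes, ribosomal proteins, aminoacyl-tRNA ligases, chaperones, iron uptake, surface proteins, toxins, amino acid synthesis, fermentation, ATP synthase with terminal oxidases, peptide uptake, other sugars, reference genes and prophage genes. Each list was tested with limma's camera at a correlation of 0.01 between genes, and with an estimated correlation and limma's fry as alternatives. Camera compares a list with the other genes, while fry asks whether its genes move one way without comparing them with others.

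Genes named in the text follow a rule: every gene that the paper names in its text or Table 1 and *recA*, the 15 genes with the largest rise and the 15 with the largest fall, and up to 3 genes with the largest change in each list. Table 1 and the first lines of Additional file 1 had been seen when the rule was written. Other genes are said to have been chosen after their values were seen.

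The first alternatives were TMM factors, DESeq2 size factors, scaling by library size only, the DESeq2 Wald test, edgeR's exact test, no filter, a mean of at least 100 counts, adjusted p, the replicate number as a block, and leaving out each culture in turn. For principal components they were variance-stabilized values of all genes or of the 500 most variable, and log2 CPM of the 500 most variable. Others were added after the data were seen: subtracting the first-percentile RPKM of each library, leaving out the lowest 10% of genes by mean RPKM, voom with cyclic loess normalization and limma, and calls from the values of Additional file 1. In data simulated with the dispersion of these cultures, 200 of 2334 genes were changed. At a log2FC of 1.2, 97.0% of the changed genes were recovered, and at 2 and 4 it was 100%. The adjusted p called 8 of 2134 unchanged genes, or 3.88% of all calls, and camera called all 5 shifted lists and 0 of 10 unshifted lists. The simulated genes varied independently, so false calls of camera in lists of correlated genes could not show. Far fewer genes changed than in the cultures, where 910 rose and 933 fell. The simulation therefore does not test the normalization when most genes change. The RT-qPCR, growth and biofilm experiments were not analysed here. No genome sequence was used, so genes are placed by locus tag alone.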

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

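Among the tests below, the counts over other splits of the cultures were planned, and the 3 tests on genes with few reads were chosen only after the result was seen. Groups of 3 cultures were not tested for outliers.

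Chaperones and Clp proteases, which the paper does not discuss, were higher with erythritol. Of 11 genes 10 rose and 1 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone, and the median log2FC was 1.17. The CtsR gene (BJK46_005980), whose product represses Clp genes, rose from 80.3 to 392 normalized CPM, a log2FC of 2.29 (SE 0.06). *clpB* rose by 1.79 (SE 0.07) and a Clp ATPase gene (BJK46_005965) by 1.67 (SE 0.08). The 1 gene that fell, a ClpX-type ATPase gene (BJK46_010405, chosen after its value was seen), had a log2FC of -0.92. The list lay above the other genes (camera adjusted p = 4.7e-04, or 0.34 with an estimated correlation), and its median was 1.35 under scaling by library size only.

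BJK46_002565, a hypothetical protein gene that is not in Table 1, rose from 28.6 ± 1.54 normalized CPM (SD, n = 3) to 472 ± 109 with erythritol. Its log2FC was 4.04 (SE 0.17, adjusted p = 1.4e-08 from edgeR's quasi-likelihood test), from 3.92 to 4.24 when each culture was left out in turn. This places it among the 15 largest rises, by a small margin. At 3.92 it lay under the lowest value of BJK46_000760 with a culture left out (3.97), so the place does not hold in every fit.

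The 6 cultures can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 347 genes up and 274 down, and the highest of the other splits gave 0 up and 0 down at an unadjusted p under 0.05 and a change over 2-fold from edgeR's quasi-likelihood test. For each direction, 1 of the 10 splits, the real one, gave as many genes. Every other split mixes control and erythritol cultures in both groups, so the change with erythritol itself widens the spread there. Its count of 0 is therefore no measure of how many genes would be called by chance.

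The genes with the fewest reads rose as a group. In the lowest 10% by mean RPKM the median log2FC was 1.18, with normalized CPM of 6.96, 7.01 and 6.23 at the median of the control cultures and 10.8, 20.4 and 14.2 at that of the erythritol cultures. A difference in scaling between the groups would move all genes alike, and the tables argue against it as the whole cause, since the lowest 10% lay 1.33 above the middle of the range. An even background of reads over the genome in the erythritol libraries cannot be told apart from a response. The first-percentile RPKM was 3.18, 2.71 and 2.47 in the control libraries and 8.44, 17.0 and 10.4 in the erythritol libraries. After it was subtracted from each library, 51.4% of the up-regulated genes of the lowest 10% (72 of 140) were still called. The subtraction may leave part of a background in place, so this share does not argue against a background. A response of one size in the 3 cultures stays open as well, since their median levels differed by up to 1.88 times but by 1.31 times with erythritol replicate 2 left out, and without it 92 genes of the lowest 10% were up-regulated.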

How the results depend on the processing

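The lowest 10% left out, the background subtracted, cyclic loess and the calls from Additional file 1 were chosen only after the data were seen. The others were set beforehand.

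The number of up-regulated genes lay between 311 and 456 under the alternatives set beforehand, and that of down-regulated genes between 201 and 282, each within 1.5 times the reported count. Leaving out each culture in turn gave 311 to 378 up and 254 to 282 down. The replicate block gave 341 up and 275 down. The numbers of the cultures do not pair them, as the correlations between same-numbered control and erythritol cultures were -0.364, -0.275 and -0.514. With the lowest 10% by mean RPKM left out, 207 genes were up, since 140 of the up-regulated genes lie there. Without erythritol replicate 2, 92 up-regulated genes lie there. Subtracting the background gave 347 up and 257 down, of which 277 and 225 were shared with the reported genes. No count could be made without RNA genes, as the table holds 0 of them.

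PC1 held 97.6% of the variance in variance-stabilized values and 95.8% in log2 CPM of the 500 most variable genes, and 92.5% to 95.9% with each culture left out. Without erythritol replicate 1 it held 94.7%, and without erythritol replicate 2, the culture farthest out on PC2, it held 95.9%.

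Every list that passed with camera's preset correlation failed with an estimated one, which allows for genes that move together. The adjusted p was then 0.337 for URGs1, URGs2, DRGs, both lists of Table 1, other PTS components, pyrimidine synthesis, ribosomal proteins, chaperones and iron uptake. It was 0.537 for the citric acid cycle and for tRNA ligases, 0.559 for other purine genes, 0.405 for cell wall stress and 0.661 for ATP synthase and oxidases. Iron uptake, with an estimated correlation of 0.04, failed like DRGs, with 0.69. This version rests on the 4 residual degrees of freedom, so failing there does not show the absence of a shift. All of these lists passed with fry, at an adjusted p from 2.1e-06 (URGs2) to 0.019 (ATP synthase and oxidases). With fry, lists that camera had not called passed at 0.00558 (glycolysis), 0.00274 (gluconeogenesis and other sugars), 0.0020 (pentose phosphate), 0.00243 (reference genes) and 0.00527 (prophage). The compatible solutes list changed direction with fry, to a fall at 0.0087; the cause was not tested. Reference genes gave 0.0385 to 0.116 with each culture left out, and passed only without erythritol replicate 1. In the 28 lists, 249 results over the alternatives kept direction and side of the threshold, 15 became weaker, 7 stronger and 1 reversed. Another 8 changed direction without passing, for peptidoglycan precursors, compatible solutes and, with fry, amino acid synthesis.

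Of 99 named genes, 1937 results kept direction and side of the threshold, 17 became weaker, 3 stronger and 2 reversed, and 9 changed direction without passing, all of them for the PurR gene. The 2 reversed are those of the PurR gene (BJK46_011055), which had a log2FC of 0.17 with the background subtracted and 0.21 with cyclic loess, against -0.01. The cause was not tested. The EI gene (BJK46_008775) passed with library size only, the background subtracted and cyclic loess, and HPr (BJK46_008780) did not pass with the replicate block (adjusted p = 0.060). A phenol-soluble modulin gene (BJK46_004940) passed narrowly and did not pass in 4 of the 6 fits with a culture left out. The median SE was 0.08. The ribose transporter gene BJK46_011495, with 0.276 normalized CPM in the control, had an SE of 0.64, and it did not pass with cyclic loess (log2FC 0.17).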

Differences from the paper's values

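The cyclic loess, background and lowest 10% settings were chosen only after the values were seen.

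For BJK46_002265, the paper's log2FC is 1.22 and the value here is 1.04. Of 14 alternatives set before the data were examined, scaling by library size only (1.22) shows no difference and the other 13 do, over a range of 1.00 to 1.22. For the EI gene (BJK46_008775), the paper's value is 0.550 and the value here 0.090, and none of the 14 alternatives comes within the error (0.04 to 0.27). For the PurR gene (BJK46_011055), the paper's value is 0.206 and the value here -0.014. Only library size only (0.17) shows no difference among the 14. The paper takes these 3 values from Additional file 1. Voom with cyclic loess normalization and limma, chosen after seeing the values, gives 1.22 for BJK46_002265, 0.55 for the EI gene and 0.21 for the PurR gene, and drops 0 of the 30 genes of Table 1. Subtracting the first-percentile RPKM of each library, also chosen after seeing the values, gives 1.23 for BJK46_002265 and 0.17 for the PurR gene and does not reach the EI value (0.29), and drops 0 of the 30.

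The paper's RT-qPCR values are relative to *recA*, and the values here are log2FC of RNA-seq minus that of *recA*, which was -0.77. For *ptsG* the paper's value is about 5.1 in Fig. 3, read by eye, and the value here 5.33. For *ppdkR* they are about 4.2 in Fig. 3, read by eye, and 5.18. For *sgtB* they are about 4.3 in Fig. 3, read by eye, and 5.20. For *vraR* they are about 4.4 in Fig. 3, read by eye, and 4.86. For *vraS* they are about 4.3 in Fig. 3, read by eye, and 4.81. For *purN* they are about -2.6 in Fig. 3, read by eye, and -4.10. For *purF* they are about -1.9 in Fig. 3, read by eye, and -3.98. In these 7 genes none of the 14 alternatives set before the data were examined reaches the value read from Fig. 3. A scaling factor per library cancels in a difference from *recA*, so alternatives that change only the scaling could hardly move it. For *ptsG* the SE of the value here was 0.14 and the paper's value was read by eye, so a difference is not established there. Reading by eye also leaves smaller differences uncertain, such as those in *vraR* and *vraS*. The directions are the same in all 7, and *ppdK* (4.91 here) shows no difference.

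In the paper more genes fell than rose. At its limits, 347 genes rose and 274 fell here, while the total of 621 lies close to the paper's 625 (the paper's numbers are 244 up and 381 down). All of the alternatives set before the data were examined gave more genes up than down. Among settings chosen after seeing the values, leaving out the lowest 10% of genes by mean RPKM gave 207 up and 273 down and drops 0 of the 30 genes of Table 1. The other settings chosen after seeing the values gave more genes up than down, with 347 and 257 after background subtraction, 268 and 239 with cyclic loess and limma, 391 and 243 at the level of Table 1, and 268 and 226 from the values of Additional file 1. Table 1 places BJK46_000760 (4.03 here) among the 15 most up-regulated genes, where BJK46_002565 (4.04), which it does not list, ranks above it here. With a culture left out the order can turn, as BJK46_002565 fell as low as 3.92 and BJK46_000760 was never under 3.97. The paper names BJK46_002265 as HPr, while the deposited table names it an HPr kinase/phosphorylase and names BJK46_008780 (0.22 here) HPr.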

Other observations

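Of the tests below, the 2 on the paper's counts and on Additional file 1 were chosen only after the values were seen, as were the settings with cyclic loess and with the background subtracted, and the list tests were planned.

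Iron uptake fell with erythritol. Of 21 genes 18 fell, 2 rose and 1 did not pass at an adjusted p under 0.05 from edgeR's quasi-likelihood test, the same when adjusted over the list alone. Besides BJK46_009875, which Table 1 lists, *fecD* (BJK46_011170) fell by 1.80 on the log2 scale (SE 0.06) and an iron-siderophore transporter gene (BJK46_005250) fell by 1.77 (SE 0.14). The 2 that rose (BJK46_001710, 1.59, and BJK46_007080, 1.18, chosen after their values were seen) lie in the lowest 10% by mean RPKM, and with cyclic loess their rises were 0.87 and 0.41. The median was -1.23 (camera adjusted p = 9.3e-05, or 0.34 with an estimated correlation). BJK46_009875 was entered into the list by its locus tag, so the test is not fully independent of Table 1. Of 14 genes of ATP synthase and terminal oxidases, 12 fell and 2 rose, also when adjusted over the list alone. The 2 that rose encode a cytochrome d-type oxidase (BJK46_008765, 2.62, and BJK46_008760, 2.45), while the ATP synthase gamma subunit (BJK46_010265) fell by 1.09 on the log2 scale. The median was -0.87 (camera adjusted p = 0.019, or 0.66 with an estimated correlation). In fermentation and anaerobic respiration, 6 of 17 genes rose, 6 fell and 5 did not pass, the same when adjusted over the list alone (median 0.04, camera adjusted p = 0.82), while 10 rose and 5 fell under library size only (median 0.22). The anaerobic ribonucleotide reductase genes BJK46_007470 and *nrdG* rose by 2.86 and 2.68, and an L-lactate dehydrogenase gene (BJK46_008750) fell by 1.75 on the log2 scale. Of 12 reference genes 10 fell and 2 rose, also when adjusted over the list alone, while 5 fell under library size only and 4 with cyclic loess (median 0.01). *rpoB* and *rpoC* fell by 1.07 and 1.03 on the log2 scale and *recA* from 880 to 516 normalized CPM (median -0.33, camera adjusted p = 0.087).

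Of 13 genes for compatible solutes and osmotic balance, 6 rose, 6 fell and 1 did not pass, the same when adjusted over the list alone. A mechanosensitive channel gene (BJK46_009330) fell by 2.98 and a BCCT family transporter gene (BJK46_009325) by 2.11 on the log2 scale, while *kdpA*, of potassium uptake and in the lowest 10% by mean RPKM, rose by 2.47. The median was -0.06 (0.13 with library size only), the mean 0.07, and camera placed the list above the other genes at an adjusted p of 0.98, while fry gave a fall at 0.0087. The rise of *kdpA* was 1.65 with cyclic loess and 4.64 with the background subtracted. Of 18 genes of surface proteins and biofilm polysaccharide, 10 rose, 3 fell and 5 did not pass, the same when adjusted over the list alone (median 0.53, camera adjusted p = 0.11). With the background subtracted 7 rose and 3 fell (median 0.28), and with cyclic loess 9 rose and 4 fell (median 0.19). Of the 18 genes, 5 lie in the lowest 10%, and 4 of these are among the 10 that rose. An adhesin gene (BJK46_010015), in the lowest 10%, rose by 2.16 (3.49 with the background subtracted) and BJK46_001340 by 1.68. The list also holds BJK46_009895 of Table 1, entered by its locus tag. Of 9 toxin and secreted enzyme genes, 2 rose, 2 fell and 5 did not pass, or 2 and 1 when adjusted over the list alone (median 0.07, camera adjusted p = 0.82). With cyclic loess 1 rose and 5 fell (median -0.31), and the median was also negative with the background subtracted (-0.22) and without erythritol replicate 2 (-0.085). A glutamyl endopeptidase gene (BJK46_005990), in the lowest 10%, rose by 1.08 and *sph* by 0.79, but BJK46_005990 did not pass with cyclic loess (0.15) or with the background subtracted (0.59). Of 35 genes of amino acid synthesis, 21 rose, 9 fell and 5 did not pass, or 22 and 9 when adjusted over the list alone (median 0.65, camera adjusted p = 0.32). Of these 35 genes, 20 lie in the lowest 10%, where 17 rose, *argF* (2.40, or 1.45 with cyclic loess) and *trpB* (1.61, or 0.71) among them. Among the other 15 genes 4 rose and 9 fell, with a homoserine dehydrogenase gene (BJK46_009420) at -1.59. With cyclic loess 10 of the 35 rose and 11 fell (median 0.10). Of 14 genes of peptide and amino acid uptake, 4 rose, 6 fell and 4 did not pass, the same when adjusted over the list alone. An amino acid transporter gene (BJK46_002635) rose by 1.69 and a peptide-binding protein gene (BJK46_007600) fell by 1.62 on the log2 scale (median -0.07, or 0.10 with library size only, mean 0.08, camera adjusted p = 0.82). All 5 prophage genes rose, also when adjusted over the list alone, with a head morphogenesis gene (BJK46_000005) at 3.12 (1.62 with cyclic loess), and 3 of them lie in the lowest 10% (median 1.46, camera adjusted p = 0.087). With cyclic loess 3 of the 5 rose (median 0.40), and 3 of the 4 that could be tested with the background subtracted (median 1.02).

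A candidate explanation for the paper's larger number of down-regulated genes is that the 2 directions were exchanged in the text. It was tested with fold changes shifted to the level of Table 1 and the p of Additional file 1, which gave 391 genes up and 243 down, where the paper's numbers are 381 down and 244 up. The shift was -0.11 from the fold changes without a scaling factor, and Table 1 lies 0.06 to 0.08 above the fitted values. As this was found from the same numbers it stays a hypothesis, and the exact fold change definition of Table 1 was not found.

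The fold change column of Additional file 1 has the opposite sign to the fitted value in 318 genes, 74 of them in the lowest 10% by mean RPKM. The column is the difference between group means after voom with cyclic loess normalization, as values made that way differ from it by at most 4.99e-09 in any gene. Several transformations were tried before this one. The paper takes its log2FC of BJK46_002265, the EI gene and the PurR gene from this column, so for these 3 genes the difference from the fitted values lies in how the column was made. Its normalization and its other steps were not tested apart. Of the 347 up-regulated genes here, 20 are negative in the column.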
